# Pan-AMPK activator O304 prevents gene expression changes and remobilisation of histone marks in islets of diet-induced obese mice

**DOI:** 10.1038/s41598-021-03567-3

**Published:** 2021-12-23

**Authors:** Ana López-Pérez, Stefan Norlin, Pär Steneberg, Silvia Remeseiro, Helena Edlund, Andreas Hörnblad

**Keywords:** Transcription, Metabolic syndrome, Pre-diabetes, Type 2 diabetes, Genomics, Gene regulation

## Abstract

AMP-activated protein kinase (AMPK) has an important role in cellular energy homeostasis and has emerged as a promising target for treatment of Type 2 Diabetes (T2D) due to its beneficial effects on insulin sensitivity and glucose homeostasis. O304 is a pan-AMPK activator that has been shown to improve glucose homeostasis in both mouse models of diabetes and in human T2D subjects. Here, we describe the genome-wide transcriptional profile and chromatin landscape of pancreatic islets following O304 treatment of mice fed high-fat diet (HFD). O304 largely prevented genome-wide gene expression changes associated with HFD feeding in CBA mice and these changes were associated with remodelling of active and repressive chromatin marks. In particular, the increased expression of the β-cell stress marker *Aldh1a3* in islets from HFD-mice is completely abrogated following O304 treatment, which is accompanied by loss of active chromatin marks in the promoter as well as distant non-coding regions upstream of the *Aldh1a3* gene. Moreover, O304 treatment restored dysfunctional glucose homeostasis as well as expression of key markers associated with β-cell function in mice with already established obesity. Our findings provide preclinical evidence that O304 is a promising therapeutic compound not only for T2D remission but also for restoration of β-cell function following remission of T2D diabetes.

## Introduction

The current global epidemic of Type 2 Diabetes (T2D) poses a major health threat and is strongly associated with the worldwide rise in obesity^1^. Exercise and controlled diets improve insulin sensitivity and are the first treatment recommendations for T2D patients, but long-term compliance is difficult and for some patients exercise and diet does not suffice or are not feasible options. Notably, accumulating data show that, provided that β-cell function has not deteriorated too far^2^, remission of T2D with restoration of β-cell function can be achieved following a very low calorie diet^3^, intensive insulin therapy^4^ and bariatric surgery^5^. However, how remission of T2D diabetes, e.g. following caloric restriction, affects the β-cell on a molecular level is largely unknown. A key mediator of the effects of exercise and diet/caloric restriction on glucose metabolism is AMP-activated protein kinase (AMPK)^6^. AMPK, the key sensor of cellular energy homeostasis, is activated under conditions of low energy and phosphorylates targets in numerous signalling pathways, including lipid homeostasis, mitochondrial biogenesis, and glycolysis, thus favouring catabolic processes at the expense of anabolism^7^. Given its important role in cellular energy homeostasis and positive effects on insulin sensitivity, AMPK has emerged as a promising target for treatment of T2D.

We recently described a novel pan-AMPK activator, O304, that exerts beneficial effects on glucose homeostasis and vascular health both in high-fat diet (HFD) induced obese mice and in human T2D subjects^8^. Importantly, O304 treatment preserved β-cell function and secretory capacity by alleviating metabolic stress, largely through increased glucose uptake in the peripheral tissues thus improving insulin sensitivity and consequently promoting β-cell rest^8^. Notably, direct effects of O304 in alleviating ER stress and inhibiting amyloid formation in β-cells were also demonstrated in ex vivo cultured islets^8^. The β-cell molecular consequences following O304 mediated in vivo restoration of glucose homeostasis are however not fully understood. In particular, genome-wide changes in the transcriptional profile of pancreatic islets, as well as potential changes in genome-wide epigenetic chromatin marks, have not been assessed in the context of O304-mediated remission of insulin resistance and dysfunctional glucose homeostasis. To study the effects of O304 mediated amelioration of insulin resistance and dysglycemia on the transcriptional landscape and epigenetic modifications in pancreatic islets within an in vivo prediabetic context, we here describe the analyses of transcriptomes as well as chromatin marks in pancreatic islets of O304 treated HFD-mice. We show that O304 treatment largely prevented islet gene expression changes associated with HFD-induced obesity in pancreatic islets and preserved the distribution of epigenetic signatures associated with active or repressed chromatin. Furthermore, O304 treatment restored glucose homeostasis and gene expression levels of key markers involved in β-cell stress in islets of HFD-induced obese mice.

## Results

### O304 treatment prevents islet gene expression signature changes induced by HFD

We have previously demonstrated that the AMPK activator O304 improves blood glucose homeostasis in both human T2D subjects as well as in high-fat diet induced obese and diabetic mouse models. In the present study, we have now analysed the in vivo effects of O304 treatment on the genome-wide transcriptional program of the pancreatic islets. To characterize gene expression signatures and chromatin marks of β-cells in the context of elevated glucose levels induced by obesity, and the potential positive effects of O304-mediated remission of dysglycemia in this context, we performed RNA-sequencing and Chromatin ImmunoPrecipitation sequencing (ChIP-seq) of islets isolated from 20-week-old mice on regular diet (RD), high-fat diet (HFD) and HFD formulated with O304 (HFD-O304). 

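For RNA-seq, each sample was RNA from 150 islets, taken from a pool of islets of 5 mice, and each of the RD, HFD and HFD-O304 groups had 7 samples. O304 is a small molecule that activates all forms of AMPK, a kinase that senses cellular energy, and it was mixed into the HFD at 0.8 mg per g of diet. The results text gives 10 weeks of diet and the methods give 9 weeks for this experiment. The authors aligned the paired-end reads to the mouse genome (GRCm38) with STAR and deposited its counts of read pairs per gene without normalization. These counts leave out read pairs that match several places in the genome or more than 1 gene. STAR writes an unstranded count and a count for each strand, and the methods do not name the one used, while the fold changes in the paper's Table S1 are those that DESeq2 gives on the unstranded counts. In every sample the count on one strand was 28.8 to 36.3 times that on the other, so the counts on that strand were used here. Read pairs counted on genes ranged from 31746115 to 41559322 per RD sample (median 35836600), from 27618749 to 44041180 per HFD sample (median 38765944) and from 13809266 to 48922569 per HFD-O304 sample (median 40527197). The methods state a coverage of about 40 M reads per library, and the median of all read pairs in the files was 49809823 over the 21 samples. HFD-O304 replicate 2 was the shallowest sample, and the next shallowest, HFD replicate 1, had 27618749 read pairs on genes. As in the methods, genes with at least 10 reads summed over the 21 samples were kept, which left 27229 of 55536 genes. All 3 groups entered a single fit of edgeR's quasi-likelihood test, with library sizes scaled by TMM (factors from 0.907 to 1.07), and genes with a Benjamini-Hochberg adjusted p under 0.01 were taken as differentially expressed, the threshold of the paper. Normalized counts are counts divided by DESeq2 size factors, as in the paper. Replicates of a group differed by more than sampling noise in every pair, with a chi-square per gene between 9.83 and 126 over the 3 groups, so that no pair was taken as a library deposited more than once. The samples carry replicate numbers 1 to 7 in every group, and replicates 1 to 4 and 5 to 7 carry identifiers of different library sets. The sample numbered 1 of HFD-O304 carries the diet tag of the HFD group in the labels, and it was taken as HFD-O304 by its title and by the 7 samples per group that the paper states.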

Diets were introduced at 10 weeks of age. Fasting blood glucose and plasma insulin levels were similar between the groups at start of the diet (Supplementary Fig. S1a). In line with our previous data^8^, HFD-O304 mice had significantly lower glucose and insulin levels than HFD mice after 9 weeks of the treatment period (Supplementary Fig. S1b). Food intake was highest for RD mice (4.2 g/m/day) and lowest for HFD mice (2.5 g/m/day), whereas food intake was increased in HFD-O304 mice compared to HFD fed mice (3.2 g/m/day, Supplementary Fig. S1c). A blunted first-phase insulin release is the first detectable defect in β-cell function in T2D aetiology and can be assessed by arginine stimulated insulin secretion tests, which provides an estimate of the β-cell secretory capacity independent of potential increased peripheral glucose uptake/improved insulin. Arginine stimulated insulin secretion was improved in HFD-O304 mice as compared to non-treated HFD mice (Supplementary Fig. S1d), confirming previous data on improved first-phase insulin secretory capacity of the β-cells in O304 treated diet-induced obese mice^8^.

RNA-seq and ChIP-seq analysis of islets isolated from mice following 10 weeks of treatment demonstrated that 1621 genes were differentially regulated in islets of HFD mice compared with that of RD mice (918 upregulated, 703 downregulated: FDR < 0.01) (Fig. 1a, left, Supplementary Table S1). In contrast, islets isolated from HFD-O304 mice presented a transcriptional profile similar to islets of RD-mice, with only 657 differentially expressed genes between islets of these two groups of mice (227 upregulated, 430 downregulated) (Fig. 1a, right, Supplementary Table S1). 

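In HFD vs RD islets, 963 of 27229 genes were differentially expressed (edgeR, adjusted p under 0.01), of which 544 were higher and 419 lower in HFD islets. Among them, the median size of the log2 fold change was 0.61 and the median standard error 0.12. At an unadjusted p under 0.05, 5714 genes passed. Of the 822 differentially expressed genes with a mean of at least 50 normalized counts, 251 had no overlap between the 7 HFD and the 7 RD samples, which chance gives for 0.0583% of genes that were not, as these were, selected by a test on the same samples. The deviations of same-numbered HFD and RD samples from their group means had a mean correlation of 0.213 across 13216 genes (exact permutation of the 5040 pairings, p = 0.0520). For differently numbered samples it was 0.0723 within a library set and -0.118 across sets. The permutation mixes the sets, so that it does not tell a pairing by number from a shared library set. With the replicate number as a block 1577 genes passed. Of the other alternatives set before the data were examined, an adjusted p under 0.05 moved the number most, to 2148 genes. DESeq2's Wald test at an adjusted p under 0.01 called 1758. Covariates for gene lists, added after the data were seen, left as few as 0 genes (alpha and delta cell markers) and 4 genes (proliferation). These covariates also take up part of the group difference. A covariate for stromal markers, with 36.0% of its variance between the groups, left 198 genes. Within the library set of replicates 1 to 4, 1010 genes passed, and within that of replicates 5 to 7, 38 genes passed. All but 1 of the 963 genes had the same direction in both sets, which their selection on the samples of both sets favours. Of the 963 log2 fold changes, 722 were larger in size within replicates 1 to 4. The median size over the 963 genes was 0.665 there and 0.482 within replicates 5 to 7. An interaction of diet and library set called 0 genes (1862 at an unadjusted p under 0.05). The largest increase among the 251 genes without overlap was that of Gm9195 (ENSMUSG00000109446), with a log2 fold change of 4.11 (standard error 0.44, adjusted p = 3.73e-06). The next largest were those of Gsto2, at 1.79 (standard error 0.16, adjusted p = 2.05e-07), and Dapl1, at 1.78 (standard error 0.24, adjusted p = 3.45e-05). Crhr1, which encodes a receptor of corticotropin-releasing hormone, had the largest decrease, -1.73 (standard error 0.26, adjusted p = 0.000113), followed by Npy, which encodes neuropeptide Y, at -1.43 (standard error 0.20, adjusted p = 4.82e-05), and Cnr1, which encodes a cannabinoid receptor, at -1.37 (standard error 0.25, adjusted p = 0.000858).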

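Between HFD-O304 and RD islets, 356 of 27229 genes passed an adjusted p of 0.01 in the same edgeR fit, 110 higher and 246 lower in HFD-O304 islets, and 3912 passed an unadjusted p of 0.05. Of these genes, 271 were not differentially expressed in HFD vs RD islets. The correlation of same-numbered HFD-O304 and RD samples was 0.291 (exact permutation of pairings, p = 0.00774), and 543 genes passed with the replicate number as a block. For differently numbered samples of the same library set the correlation was -0.0271. DESeq2's Wald test called 727. Replicates 1 to 4 alone gave 201 genes and replicates 5 to 7 alone gave 36 higher and 66 lower genes, and the interaction of diet and library set called 0 genes (1516 at an unadjusted p under 0.05). The groups did not overlap for 225 of the 334 called genes with a mean of at least 50 normalized counts. By chance this share is 0.0583% among genes not selected by a test. All 356 genes had the same direction in both library sets, which their selection on the samples of both sets favours. Of the 356 log2 fold changes, 177 were larger in size within replicates 1 to 4. Cd36, a fatty acid transporter gene (ENSMUSG00000002944), rose from 68.2 ± 12.6 normalized counts in RD islets to 1199 ± 206 in HFD-O304 islets (SD, n = 7 each), a log2 fold change of 4.13 (standard error 0.12, adjusted p = 8.69e-19). Fabp4, a gene of a fatty acid binding protein, had a log2 fold change of 2.69 (standard error 0.10, adjusted p = 4.95e-17). Among genes that fell, Gm2115 changed by -1.93 (standard error 0.23, adjusted p = 5.27e-06) and the clock gene Npas2 by -1.61 (standard error 0.17, adjusted p = 1.68e-06).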

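Of the 963 genes differentially expressed in HFD vs RD islets by edgeR, 878 had an adjusted p of at least 0.01 in HFD-O304 vs RD islets, 488 of the 544 genes higher in HFD islets and 390 of the 419 lower ones. A gene that does not pass the threshold is not thereby shown to be unchanged. Counted by the size of the change, 917 of the 963 genes had a log2 fold change in HFD-O304 vs RD islets that was under 50% of that in HFD vs RD islets, or of the opposite sign. The 917 include 69 genes that were differentially expressed in the opposite direction.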

Of the 1621 differentially expressed genes in HFD mice, 1495 corresponds to genes that are not differentially expressed between islets of HFD-O304 mice and RD controls (Fig. 1b and Supplementary Fig. S2a). This implies that O304 prevented, directly or indirectly, the dysregulation of the majority of genes whose expression is altered in this HFD provoked pre-diabetic context. 

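By edgeR, 91.2% of the genes differentially expressed in HFD vs RD islets were not differentially expressed in HFD-O304 vs RD islets (Wilson 95% confidence interval 89.2 to 92.8%). With the replicate number as a block this was 88.1%, and the alternative that moved it most, a fit of only the 2 groups of each comparison, gave 83.1%. HFD-O304 and HFD islets were also compared with each other, and 3230 genes differed in the edgeR fit, 1382 higher and 1848 lower in HFD-O304 islets. The block raised this number to 3763, where the correlation of same-numbered HFD-O304 and HFD samples was 0.142 (exact permutation of pairings, p = 0.136). For differently numbered samples of the same library set it was 0.132, nearly the same. Replicates 1 to 4 alone gave 2755 genes and replicates 5 to 7 alone gave 838. The same direction in both was found for 3227 of the 3230 genes, which their selection on the samples of both sets favours. For 2475 of the 3230 the log2 fold change was larger in size within replicates 1 to 4. The median size over the 3230 genes was 0.597 there and 0.467 within replicates 5 to 7. Of the 963 genes, 846 (87.9%, Wilson 95% confidence interval 85.6 to 89.8%) passed in this comparison with the sign opposite to that in HFD vs RD islets, and 3 passed with the same sign. In HFD-O304 vs RD islets, 690 of the 963 genes (71.7%) had the sign opposite to that in HFD vs RD islets, and the slope of these log2 fold changes on those of HFD vs RD islets across these genes was -0.17. Genes are not independent replicates, and RD samples enter both comparisons. When the genes were called against RD replicates 1 to 4 and compared with RD replicates 5 to 7, 194 of 209 genes (92.8%) were not differentially expressed. Of the 209, 67% had the opposite sign. With the RD samples exchanged, 1012 of 1120 genes (90.4%) were not differentially expressed and 87.7% had the opposite sign. This split of the RD samples follows the library sets, while HFD and HFD-O304 islets held both sets. A difference between the sets would by itself give opposite signs, so that these shares are not free of it.

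**Figure D1:**
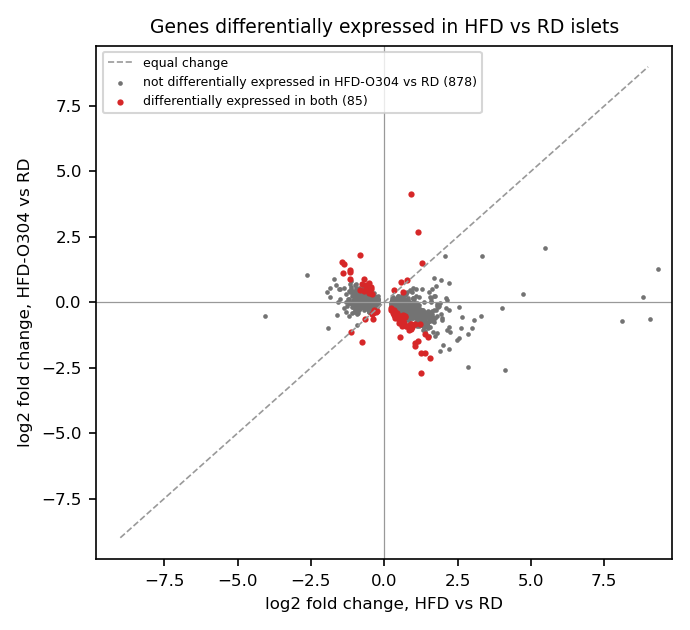
Log2 fold changes of the 963 genes differentially expressed in HFD vs RD islets (x axis) against their log2 fold changes in HFD-O304 vs RD islets (y axis), each point a gene. The 85 red genes were also differentially expressed in HFD-O304 vs RD islets, the 878 grey ones were not, and the dashed line marks equal change.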

In fact, O304 preserved the expression of > 90% of the differentially expressed genes in islets of HFD mice (Fig. 1b). Accordingly, both principal component analysis (PCA) (Supplementary Fig. S2b) and hierarchical clustering (Supplementary Fig. S2c) group HFD-O304 islet samples closer to islets from RD controls than to islets of HFD mice. 

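In a principal component analysis of the 500 most variable genes (DESeq2's variance stabilizing transformation), component 1 held 46.4% and component 2 held 33.5% of the variance. On component 1 the groups overlapped, with means of 0.697 ± 10.3 for RD, 4.55 ± 12.4 for HFD and -5.25 ± 10.3 for HFD-O304 islets (SD, n = 7 each). On component 2, HFD islets lay at -10.4 ± 6.55, RD islets at 1.57 ± 5.74 and HFD-O304 islets at 8.79 ± 3.43. Over all 27229 genes, the distance between the centroids of HFD-O304 and RD islets was 21.5 and that between HFD-O304 and HFD islets was 36.3, a difference of 14.8 (exact two-sided permutation of the RD and HFD labels over 3432 splits, p = 0.00233). Within replicates 1 to 4 these distances were 25.0 and 41.7 (exact p = 0.0286, the smallest that 4 samples against 4 allow), and within replicates 5 to 7 they were 27.9 and 33.7 (exact p = 0.3, where 3 samples against 3 cannot go below 0.1). Hierarchical clustering first divided the samples into a branch of all 7 HFD-O304, 6 RD and 1 HFD sample, and a branch of 6 HFD and 1 RD sample. The HFD sample among the RD and HFD-O304 islets was replicate 7, and the RD sample among the HFD islets was replicate 2. From the smaller number of differentially expressed genes in HFD-O304 vs RD islets, the share of HFD-regulated genes that did not differ there and the grouping in its Fig. S2b and Fig. S2c, the paper reasons that there is evidence for O304 preventing the transcriptional changes of HFD and largely keeping profiles similar to those of RD islets.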

Taken together, these findings provide evidence that O304 treatment prevents HFD induced islet transcriptional changes, thus largely preserving transcriptional profiles similar to islets of RD mice.

**Figure 1:**
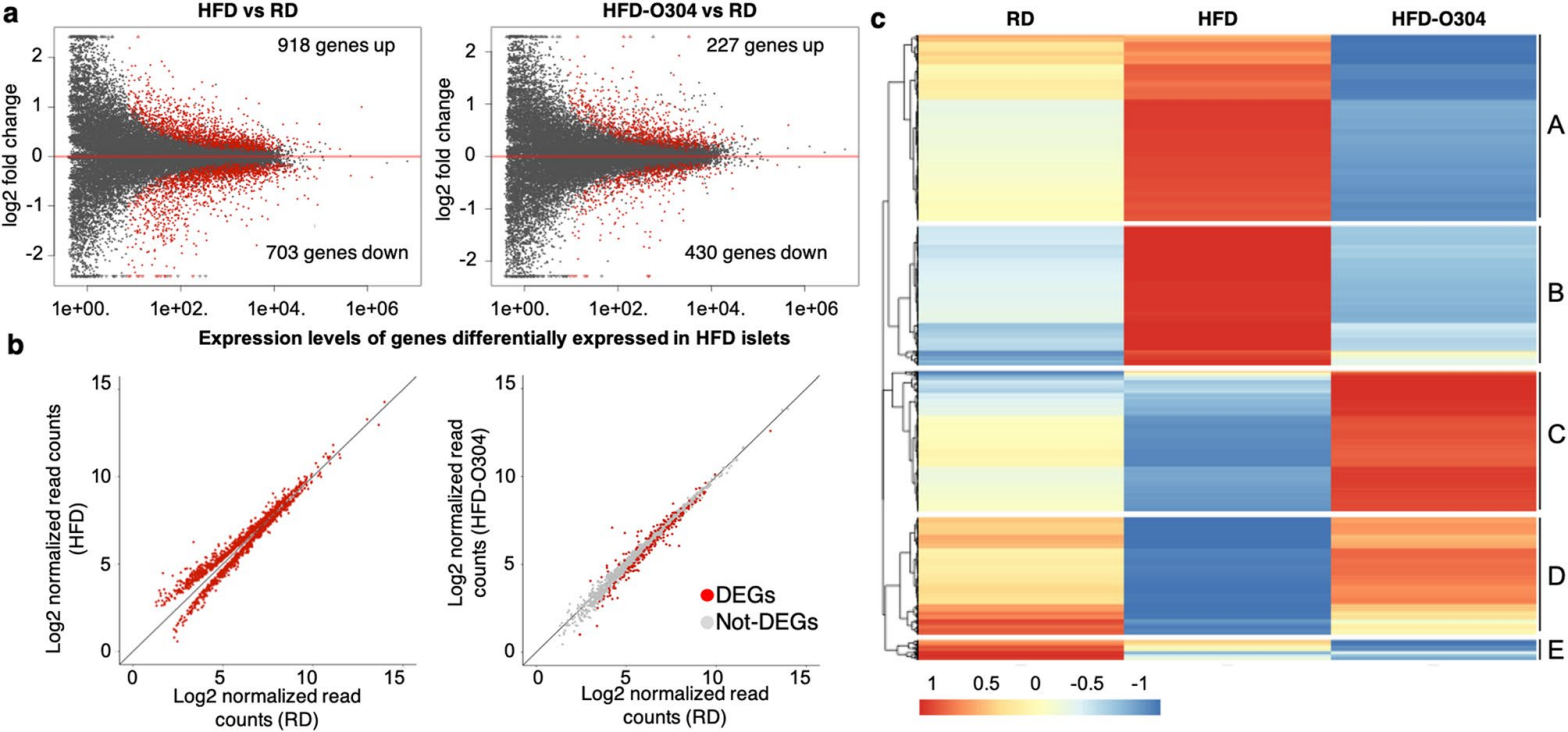
O304 treatment prevents islet gene expression changes induced by HFD in mice. (**a**) MA plot of gene expression in HFD islets versus RD islets (left) and HFD-O304 islets versus RD-islets (right). Red dots indicate differentially expressed genes (FDR < 0.01). (**b**) Gene expression levels of differentially expressed genes between HFD islets and RD islets (left) and the same genes plotted between HFD-O304 islets and RD islets (right). Red dots indicate genes that are differentially expressed in each condition (FDR < 0.01). Note that the vast majority of genes differentially expressed in HFD islets are expressed at normal levels in HFD-O304 islets. (**c**) K-means clustering of genes differentially expressed between RD (left), HFD (middle), and HFD-O304 islets (right). Scale from red to blue indicates fold change over average read count for each row.

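K-means clustering (5 clusters, 50 starts) was applied to the 3389 genes differentially expressed in any of the 3 comparisons, on the group means of log2 normalized counts scaled per gene. Clusters of 1098 and 603 genes had their highest mean in HFD islets and their lowest in HFD-O304 islets, and clusters of 786 and 670 genes had their lowest mean in HFD islets and their highest in HFD-O304 islets. The remaining cluster of 232 genes was highest in RD and lowest in HFD-O304 islets. The clusters took up 95.8% of the variance of the scaled means. With 4 or 6 clusters, 1928 genes fell into clusters highest in HFD islets and 1461 into clusters lowest there, in place of 1701 and 1456. Neither setting kept a cluster like that of 232 genes. Restricted to the 1234 genes that differed from RD islets in HFD or HFD-O304 islets, 613 genes were in clusters highest in HFD islets and 498 in clusters lowest there. The genes with the widest range of group means were Gm9195 among those highest in HFD islets, with 29.0 normalized counts in RD, 517 in HFD and 4.35 in HFD-O304 islets, and Npy among those of the clusters lowest in HFD islets, with 342, 127 and 988. Cd36 had a wider range, with 68.2, 128 and 1199, but was lowest in RD islets.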

K-means clustering analysis of differentially expressed genes revealed 4 major clusters, out of a total of 5, where clusters A and B contain genes primarily upregulated in islets of HFD mice, and clusters C and D contain genes primarily downregulated in islets from HFD mice (Fig. 1c). Enrichment analysis of gene ontology (GO) terms and KEGG pathways revealed profound functional differences between the expression profiles of the three experimental groups (Supplementary Fig. S3 and Supplementary Table S1). The most enriched GO- and KEGG-terms for cluster A (containing genes that were upregulated in HFD islets) are related to endoplasmatic reticulum (ER) function and protein processing, including response to ER stress (Supplementary Fig. S3, Supplementary Table S1). This finding corroborates our previous data on ex vivo cultured islets where O304 treatment prevents increased expression of genes related to unfolded protein response under high-glucose conditions^8^. 

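A list of 30 genes of the ER stress response and protein folding in the ER, chosen before the data were examined, was tested in place of GO terms, since no table that assigns genes to GO or KEGG terms was used here. In HFD vs RD islets 26 of the 30 genes were higher, with a median log2 fold change of 0.31, and the list as a whole was higher (limma's fry test, adjusted p = 0.0485 over 19 lists, and 0.00779 with the replicate number as a block). With a covariate for acinar marker genes, the adjusted p was 0.0598. The median log2 difference was 0.22 within replicates 1 to 4 and 0.35 within replicates 5 to 7. Taken gene by gene, 1 of the 30 was differentially expressed over all genes tested and 3 when adjusted over the list alone. In HFD-O304 vs HFD islets 29 of the 30 genes were lower, 16 of them differentially expressed, with a median log2 fold change of -0.48 (fry, adjusted p = 0.00139, and 6.67e-05 with the block). Against RD islets, 4 of the 30 genes were higher in HFD-O304 islets and the test gave an adjusted p of 0.134, under 0.05 with the block (0.0312) and by limma's camera test (1.55e-06). Of the 17 list genes that entered the clustering, 14 fell into the cluster of 1098 genes highest in HFD islets. Hspa5, which encodes the ER chaperone BiP, had 78011 ± 21194 normalized counts in RD, 106091 ± 32036 in HFD and 61992 ± 6708 in HFD-O304 islets (SD, n = 7 each). Its log2 fold change was 0.44 (standard error 0.16, adjusted p = 0.0860) in HFD vs RD islets, and -0.77 (standard error 0.16, adjusted p = 0.000656) in HFD-O304 vs HFD islets by edgeR. For Hspa5 in HFD vs RD islets, adjusted p was under 0.01 with the replicate number as a block (0.00716) or the library set as a covariate (0.00469), and in the other 10 of 12 alternatives it was not (up to 0.173).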

In the setting of obesity-provoked insulin resistance, β-cell proliferation is a compensatory response to the increased demand of insulin. Consistently, upregulation of genes in cluster B, which are mainly related to cell cycle and proliferation (Supplementary Fig. S3, Supplementary Table S1), were observed in islets of HFD mice, but not in islets of HFD-O304 mice. β-Cell proliferation has also been suggested to be tightly coupled to a loss of mature β-cell identity^21^, and AMPK has been implicated in maintenance of a mature β-cell phenotype via inhibition of mTORC1 signalling^22^. 

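The 8 proliferation genes drawn in Fig. S4a were all higher in HFD than in RD islets, with log2 fold changes from 0.25 to 1.68, and 7 of them were differentially expressed (edgeR). As a list they were higher in HFD islets (limma's fry test, adjusted p = 0.00141, and 0.000609 with the replicate number as a block). In HFD-O304 islets all 8 were lower than in RD islets, with log2 fold changes from -0.90 to -0.093, none of them differentially expressed (5 at an unadjusted p under 0.05), and the list gave an adjusted p of 0.0631, or 0.0312 with the block. This list passed an adjusted p of 0.05 also with the library set as a covariate (0.0258) and with limma's camera test (7.82e-05). Between HFD and RD islets its median log2 difference was 1.70 within replicates 1 to 4 and 0.53 within replicates 5 to 7. Mki67, which encodes the proliferation marker Ki-67 (ENSMUSG00000031004, chromosome 7 of GRCm38 from 135689784 to 135716361), had 222 ± 43.0 normalized counts in RD, 719 ± 362 in HFD and 132 ± 46.5 in HFD-O304 islets (SD, n = 7 each). The HFD samples ranged from 196 to 1221 normalized counts. Its log2 fold change was 1.68 (standard error 0.27, adjusted p = 0.000241) in HFD vs RD islets and -2.44 (standard error 0.28, adjusted p = 4.39e-07) in HFD-O304 vs HFD islets by edgeR. Of the 7 list genes that entered the clustering, 6 fell into the cluster of 1098 genes and 1 into that of 603 genes.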

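In HFD-O304 vs HFD islets, 7 of the 8 proliferation genes of Fig. S4a were differentially expressed, all of them lower, with a median log2 fold change of -2.04 over the list (limma's fry test, adjusted p = 2.09e-05, and 2.60e-05 with the replicate number as a block). The remaining gene, Rfc5, had a log2 fold change of -0.34 (standard error 0.11, adjusted p = 0.0256). Of the 15 mTORC1 signalling genes of Fig. S4b, 8 were higher and 7 lower in HFD than in RD islets, and the fry test gave an adjusted p of 0.138 in HFD vs RD (0.122 with the block), 0.974 in HFD-O304 vs RD (0.961) and 0.149 in HFD-O304 vs HFD islets (0.125). Igf2bp2 and Igf1r were differentially expressed by edgeR, with log2 fold changes of -0.95 (standard error 0.22, adjusted p = 0.00718) and -0.40 (standard error 0.079, adjusted p = 0.00180) in HFD vs RD islets and of 1.28 (adjusted p = 9.11e-05) and 0.45 (adjusted p = 0.000119) in HFD-O304 vs HFD islets.

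**Figure D2:**
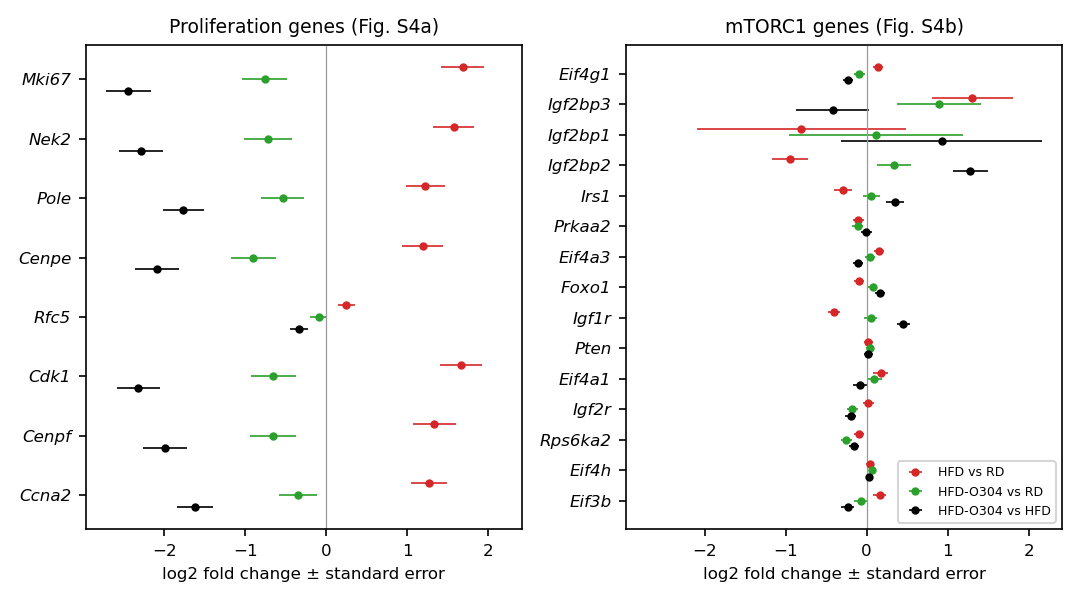
Log2 fold changes (x axis) with their standard errors of the 8 proliferation genes (left) and the 15 mTORC1 genes (right) in HFD vs RD (red), HFD-O304 vs RD (green) and HFD-O304 vs HFD islets (black), from edgeR. The red points of all 8 proliferation genes lie above 0 and the black ones below 0, while the mTORC1 genes lie on both sides.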

Still, while β-cell proliferative markers were not induced in islets of HFD-O304 mice (Supplementary Fig. S4a), we find no clear evidence for altered mTORC1 signalling (Supplementary Fig. S4b). Taken together these findings show that O304 treatment prevents up-regulation of genes associated with metabolic β-cell stress. However, given that O304 averts HFD induced insulin resistance^8^ (Supplementary Fig. S1), the effect of O304 on β-cell stress is likely partly indirect.

Genes in Cluster C, which were most abundantly expressed in islets of HFD-O304 mice and least expressed in HFD mice, were strongly enriched for terms/pathways related to regulation of hormonal secretion and insulin secretion in particular (Supplementary Fig. S3, Supplementary Table S1), as well as genes related to AMPK- and glucagon-signalling (Supplementary Table S1). 

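Of the insulin secretion genes drawn in Fig. S6, 87 could be read and 86 were tested, fewer than the paper gives for this set. In HFD vs RD islets 9 of them were differentially expressed, all lower, and the list was lower as a whole (limma's fry test, adjusted p = 0.00141, and 0.00603 with the replicate number as a block), while 36 of the 86 genes were higher. The median log2 difference was -0.10 within replicates 1 to 4 and -0.070 within replicates 5 to 7. In HFD-O304 vs HFD islets 28 were differentially expressed, 22 higher and 6 lower (fry, adjusted p = 2.81e-06, and 3.92e-05 with the block). In the k-means clustering, 19 of the 31 list genes fell into the cluster of 786 genes and 5 into that of 670 genes, both highest in HFD-O304 and lowest in HFD islets. Among the transcripts of that first cluster, Cnr1 had 50.6 normalized counts in RD, 19.1 in HFD and 138 in HFD-O304 islets.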

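In HFD-O304 vs RD islets, 53 of the 86 insulin secretion genes tested were higher, with a median log2 fold change of 0.061, and the list was higher as a whole (limma's fry test, adjusted p = 0.0414, and 0.0312 with the replicate number as a block). Gene by gene, 3 were differentially expressed with higher and 5 with lower counts in HFD-O304 islets over all genes tested, and 16 passed when adjusted over the list alone. The median log2 difference was 0.022 within replicates 1 to 4 and 0.056 within replicates 5 to 7. With a covariate for acinar marker genes the adjusted p of the list was 0.0566, no longer under 0.05.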

Compared to islets from RD mice, O304 treatment preserved or even increased the expression of these genes in mice fed HFD (Supplementary Fig. S3, Supplementary Table S1). These findings suggest that, in the context of HFD, O304 treatment enhances the insulin secretory capacity of β-cells by increasing the abundance of transcripts related to these processes. Cluster D was enriched in genes largely related to neuronal function, which may reflect that β-cells share several phenotypic traits with neurons that are dependent on similar transcriptional programs for their function^23^. 

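GO terms were not tested here. Of the clusters with their lowest mean in HFD islets, that of 670 genes had similar scaled means in RD and HFD-O304 islets, 0.469 and 0.649, against -1.12 in HFD islets. The genes of this cluster with the widest range of group means were T2, with 312 normalized counts in RD and 440.3 in HFD-O304 islets and a range of group means of 2.32 on the log2 scale, the lowest in HFD islets, Mlph, with 204 in RD, 78.8 in HFD and 296 in HFD-O304 islets, and Otof, which encodes the vesicle protein otoferlin, with 50.6, 23.2 and 76.6. Among the genes that fell without overlap in HFD islets, the potassium channel gene Kcnh8 had a log2 fold change of -1.20 (standard error 0.20, adjusted p = 0.000309) by edgeR, and of 0.42 in HFD-O304 vs RD islets (adjusted p = 0.255). With every library thinned to the depth of the shallowest, its adjusted p in HFD vs RD islets was 0.0113.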

Last, cluster E genes are mainly associated with amino acid metabolism and other catabolic processes (Supplementary Fig. S3), likely reflecting that AMPK activation inhibits protein synthesis and stimulates catabolic processes^24^.

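The k-means cluster that was highest in RD and lowest in HFD-O304 islets held 232 of the 3389 genes, with scaled means of 0.591 in RD, 0.513 in HFD and -1.10 in HFD-O304 islets. A list of 22 genes of branched-chain amino acid catabolism had 6 of its 9 clustered genes there and 3 in the cluster of 670 genes. The list was lower in HFD-O304 than in RD islets (limma's fry test, adjusted p = 0.00262, and 0.00401 with the replicate number as a block), with 17 of 22 genes lower, 5 of them differentially expressed, and a median log2 fold change of -0.10. It was also lower in HFD than in RD islets (adjusted p = 0.00433, and 0.00779 with the block). HFD-O304 and HFD islets did not differ in the list as a whole (adjusted p = 0.373, and 0.328 with the block), while 3 of its genes were differentially expressed, all lower in HFD-O304 islets. In HFD-O304 vs RD islets the median log2 difference was -0.11 within replicates 1 to 4 and -0.12 within replicates 5 to 7. Npas2 of the same cluster had 305 normalized counts in RD, 222 in HFD and 97.8 in HFD-O304 islets. With 4 or 6 clusters, no cluster was highest in RD and lowest in HFD-O304 islets. The nearest with 6 clusters held 278 genes, with scaled means of 0.529 in RD, 0.583 in HFD and -1.11 in HFD-O304 islets. Clustering of only the 1234 genes that differed from RD islets gave such a cluster (123 genes), as did that of the genes called by DESeq2 (401 genes).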

Taken together, these data demonstrate that O304 treatment largely prevented the transcriptional changes observed in islets of HFD mice. Although the net action of O304 treatment on β-cells likely occurs indirectly via amelioration of insulin resistance and dysglycemia as well as through a combination of direct downstream targets, it significantly impacts on several key β-cell processes affected in T2D aetiology, and in particular O304 treatment prevented gene expression changes associated with insulin signalling and hormonal secretion.

### O304 treatment mitigates gene expression signatures associated with β-cell stress

To further understand the impact of O304 treatment on glucose homeostasis and β-cell function in the context of HFD and insulin resistance, we explored our transcriptional dataset to investigate the effects on specific genes relevant for β-cell function and/or β-cell identity, and whose altered expression has been implicated in β-cell stress. As HFD mice are not overt diabetic but exhibit a pre-diabetic glucose intolerant phenotype, islets of HFD-mice were expected to display subtle expression changes, primarily of early markers of β-cell stress. Preserved expression levels of such markers would imply a maintained β-cell phenotype, and the functional annotation of differentially expressed genes (Supplementary Fig. S3, Supplementary Table S2) in our data indeed suggest that this may be the case.

Aldehyde dehydrogenase 1 isoform A3 (ALDH1A3) is a proposed marker for metabolically stressed β-cells^25–29^ and in agreement with these findings, *Aldh1a3* expression was significantly increased in islets from HFD-mice compared to RD controls (Fig. 2a). 

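Aldh1a3 (ENSMUSG00000015134) lies on chromosome 7 of GRCm38 from 66390890 to 66427517, on the minus strand. It had 2773 ± 1491 normalized counts in RD and 6666 ± 1487 in HFD islets (SD, n = 7 each). The RD samples ranged from 1462 to 5594 and the HFD samples from 4934 to 9044, so that 5 HFD samples lay above all RD samples. The log2 fold change was 1.26 (standard error 0.25, adjusted p = 0.00164) by edgeR, and 1.40 (adjusted p = 7.44e-06) with the replicate number as a block. By DESeq2's Wald test, adjusted p was 0.000670, and with the robust form of edgeR's quasi-likelihood fit it was 0.0111 and no longer under 0.01. The log2 ratio of the means was 1.01 within replicates 1 to 4 and 1.79 within replicates 5 to 7. The exact two-sided Wilcoxon rank sum test, the test of Fig. 2, gave p = 0.00233, or 0.00599 when adjusted over the 36 comparisons of 12 genes. Of these comparisons, 32 had the same direction in both library sets.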

Notably, *Aldh1a3* expression was reduced in islets of HFD-O304 mice compared with both HFD and RD islets (Fig. 2a). 

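In HFD-O304 islets, Aldh1a3 had 423 ± 150.3 normalized counts (SD, n = 7), and every sample, with at most 634, lay below every RD and every HFD sample. This gives the smallest p that 7 samples against 7 allow, 0.000583 (exact two-sided Wilcoxon rank sum test), in both comparisons. By edgeR the log2 fold change was -2.72 (standard error 0.26, adjusted p = 2.93e-07) in HFD-O304 vs RD islets and -3.98 (standard error 0.28, adjusted p = 1.30e-10) in HFD-O304 vs HFD islets. With the replicate number as a block these were -2.64 and -4.04.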

Increased *Aldh1a3* expression in β-cells has been linked to reduced expression of key transcription factors associated with maintenance of β-cell identity and function^27^. 

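Of the 18 β-cell hallmark genes drawn in Fig. S5a, 0 were differentially expressed in HFD vs RD islets and 0 in HFD-O304 vs RD islets over all genes tested by edgeR, and 1 and 3 when adjusted over the list alone. At an unadjusted p under 0.05, 6 passed in HFD vs RD islets and 6 in HFD-O304 vs RD islets. Their log2 fold changes in HFD vs RD islets lay between -0.44 and 0.42. In HFD-O304 vs HFD islets 6 were differentially expressed, 3 higher and 3 lower. The list as a whole did not differ in any comparison, with adjusted p-values from limma's fry test of 0.200, 0.974 and 0.188 in HFD vs RD, HFD-O304 vs RD and HFD-O304 vs HFD islets, and of 0.230, 0.961 and 0.231 with the replicate number as a block. Over the 18 genes, the centroid of HFD-O304 islets lay nearer that of RD islets (distance 3.60) than that of HFD islets (5.30; exact two-sided permutation of the RD and HFD labels, p = 0.0140).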

No major differences in gene expression were observed for a set of mature β-cell identity genes although the expression profile of HFD-O304 islets were more similar to RD islets than to HFD islets^22,30^ (Supplementary Fig. S5a). However, O304 treatment not only prevented the reduced expression of *NeuroD1* and *Isl1* (Fig. 2b,c) observed in HFD islets but also enhanced the expression of these genes compared with that observed in RD islets (Fig. 2b,c). In addition, a similar trend was observed for *MafA,* the expression of which was slightly decreased in HFD islets (Fig. 2d) as compared to RD and HFD-O304 islets. 

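NeuroD1 (Neurod1 in the annotation, ENSMUSG00000034701, chromosome 2 of GRCm38 from 79452521 to 79456751) had 3611 ± 206 normalized counts in RD, 3203 ± 271 in HFD and 4228 ± 345 in HFD-O304 islets (SD, n = 7 each). Another gene, Cerkl, overlaps it on the same strand and had 18227 read pairs over the 21 samples against 80255 of NeuroD1, and read pairs that fall on both genes were not counted. By edgeR the log2 fold change of NeuroD1 was -0.18 (standard error 0.061, adjusted p = 0.0757) in HFD vs RD, 0.23 (standard error 0.061, adjusted p = 0.0374) in HFD-O304 vs RD and 0.40 (standard error 0.061, adjusted p = 1.95e-05) in HFD-O304 vs HFD islets. The exact Wilcoxon rank sum test gave p = 0.0111, 0.00233 and 0.000583. With the replicate number as a block the adjusted p-values were 0.0555, 0.0290 and 2.19e-05. HFD-O304 vs RD passed the threshold of 0.01 by DESeq2's Wald test (adjusted p = 0.00704). Isl1 (ENSMUSG00000042258, chromosome 13 of GRCm38 from 116298281 to 116309689) had 3071 ± 149, 2662 ± 154 and 3567 ± 232 normalized counts (SD, n = 7 each). Its log2 fold change was -0.21 (standard error 0.053, adjusted p = 0.0120) in HFD vs RD, 0.22 (standard error 0.053, adjusted p = 0.0201) in HFD-O304 vs RD and 0.43 (standard error 0.053, adjusted p = 1.40e-06) in HFD-O304 vs HFD islets. With the block, HFD vs RD passed the threshold (adjusted p = 0.00622), and the other comparisons had adjusted p-values of 0.0106 and 9.70e-07. HFD vs RD also passed with edgeR's own filter on low counts (0.00859), with the library set as a covariate (0.00586) and by DESeq2 (0.000997), and HFD-O304 vs RD passed by DESeq2 (0.00103). The exact rank sum test gave p = 0.00117 for HFD vs RD and for HFD-O304 vs RD islets, and 6 of the 7 HFD samples lay below all RD samples.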

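MafA (ENSMUSG00000047591) lies on chromosome 15 of GRCm38 from 75745490 to 75748228. RD islets had 10604 ± 950.3 normalized counts, HFD islets 7856 ± 3201 and HFD-O304 islets 10413 ± 3145 (SD, n = 7 each), and the HFD samples ranged from 4615 to 13329. The difference between HFD and RD islets, a log2 fold change of -0.44 (standard error 0.20, adjusted p = 0.192) by edgeR, was not past the threshold, nor was it with the replicate number as a block (-0.52, adjusted p = 0.0469). The exact Wilcoxon rank sum test gave p = 0.0379 before and 0.0593 after adjustment over the 36 comparisons, and an exact permutation of the difference in means gave p = 0.0589. The log2 ratio of the means in HFD vs RD islets was -0.87 within replicates 1 to 4 and 0.020 within replicates 5 to 7, and in HFD-O304 vs RD islets it was -0.27 within replicates 1 to 4 and 0.26 within replicates 5 to 7. HFD-O304 islets could not be told apart from RD islets (p = 0.805) or from HFD islets (p = 0.209) by the exact rank sum test.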

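FoxO1 (ENSMUSG00000044167, chromosome 3 of GRCm38 from 52268336 to 52353221) had 2361 ± 168 normalized counts in HFD-O304, 2244 ± 195 in RD and 2109 ± 143 in HFD islets (SD, n = 7 each). For HFD-O304 vs HFD islets the exact Wilcoxon rank sum test gave p = 0.0111, adjusted 0.0221, while the log2 fold change of 0.17 (standard error 0.061, adjusted p = 0.0569) was not past the threshold of edgeR, nor was it with the replicate number as a block (adjusted p = 0.0347). In HFD-O304 vs RD islets, the exact rank sum test gave p = 0.383. Pdx1 (ENSMUSG00000029644, chromosome 5 of GRCm38 from 147269959 to 147275848) had 6001 ± 223 normalized counts in RD, 6638 ± 491 in HFD and 6517 ± 795 in HFD-O304 islets, and its log2 fold change was -0.021 (standard error 0.070, adjusted p = 0.892) in HFD-O304 vs HFD islets (0.866 with the block). Pdx1 in HFD vs RD islets had p = 0.0262 by the exact rank sum test and an adjusted p of 0.244 by edgeR. Nkx6.1 (ENSMUSG00000035187, chromosome 5 of GRCm38 from 101658139 to 101664996) had 12129 ± 1964, 10674 ± 1656 and 12228 ± 1284 normalized counts in RD, HFD and HFD-O304 islets, with a log2 fold change of 0.20 (standard error 0.10, adjusted p = 0.200) in HFD-O304 vs HFD islets (0.214 with the block). The sign of its log2 fold change in HFD-O304 vs RD islets, 0.012, changed when an acinar marker covariate was added or the trends on GC content and transcript length were removed, and the latter also changed the sign for Pdx1 in HFD-O304 vs HFD islets. For these comparisons, the log2 ratio of the means was -0.041 within replicates 1 to 4 and 0.085 within replicates 5 to 7 for Nkx6.1, and -0.084 within replicates 1 to 4 and 0.044 within replicates 5 to 7 for Pdx1.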

*FoxO1* that regulates *NeuroD1* and *MafA* was slightly upregulated in HFD-O304 islets while O304 treatment had no effect on *Pdx1* or *Nkx6.1* expression (Fig. 2e–g)*.* The limited transcriptional changes observed for only a subset of β-cell identity genes suggest that increased *Aldh1a3* expression is not directly linked to a reprogrammed β-cell state but rather appear to be a general marker of early metabolic β-cell stress.

**Figure 2:**
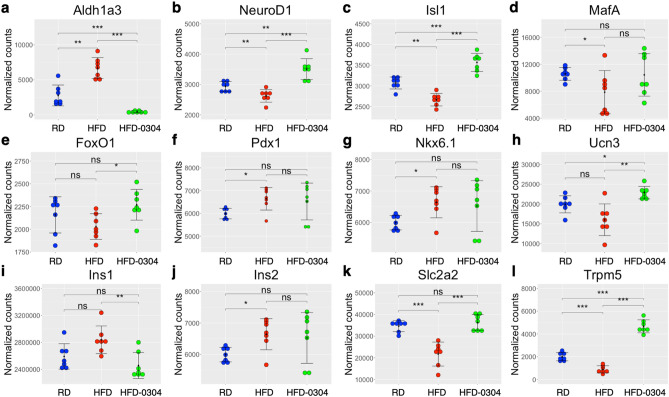
O304 treatment improve islet gene expression signatures associated with β-cell stress and impaired insulin secretion. Dotplots of normalized read counts for β-cell stress genes in islets from RD controls (blue), HFD mice (red) and HFD-0304 mice (green) (n = 7 for all groups) Individual data points, mean ± SEM are indicated. The Wilcoxon rank sum test was applied. *ns* not significant, *p < 0.05, **p < 0.01, ***p < 0.001.

*Urocortin-3*, *Ucn3*, is a marker for functionally mature β-cells that showed reduced expression under metabolic stress conditions^31,32^. *Ucn3* expression tended to be decreased in HFD islets as compared with that of RD islets and O304 significantly increased *Ucn3* expression compared with that of both RD and HFD islets (Fig. 2h). 

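Ucn3 (ENSMUSG00000044988, chromosome 13 of GRCm38 from 3940688 to 3945349) had 19952 ± 2145 normalized counts in RD, 15997 ± 4001 in HFD and 22839 ± 1547 in HFD-O304 islets (SD, n = 7 each). The log2 fold change in HFD-O304 vs HFD islets was 0.52 (standard error 0.11, adjusted p = 0.00137) by edgeR, 0.54 (adjusted p = 0.000214) with the replicate number as a block, and the exact Wilcoxon rank sum test gave p = 0.00699. Against RD islets, the increase in HFD-O304 islets gave p = 0.0175 by the exact rank sum test, adjusted 0.0331, and was not past the threshold of edgeR, with a log2 fold change of 0.20 (standard error 0.11, adjusted p = 0.457). HFD vs RD islets had a log2 fold change of -0.32 (standard error 0.11, adjusted p = 0.0809) and p = 0.0379 by the exact rank sum test, or 0.0593 when adjusted, and p = 0.0530 on unstranded counts. Without HFD replicate 7, HFD vs RD passed the threshold of edgeR (adjusted p = 0.00532). With the block, these comparisons had adjusted p-values of 0.314 and 0.0227.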

Taken together, these findings indicate that preservation of β-cell function in O304 treated HFD mice involves both maintenance of mature β-cell identity and amelioration of β-cell stress.

Reprogramming due to metabolic stress has also been associated with increased expression of “disallowed genes”, i.e. genes normally repressed in β-cells^33–36^. 

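Of the 38 disallowed genes drawn in Fig. S5b, 30 were higher in HFD than in RD islets, with a median log2 fold change of 0.16, and 1 was differentially expressed by edgeR. As a list they were higher in HFD islets (limma's fry test, adjusted p = 0.0279, and 0.00977 with the replicate number as a block). In HFD-O304 vs HFD islets 25 of the 38 were lower, 8 of them differentially expressed (fry, adjusted p = 0.000655, and 8.29e-05 with the block). In HFD-O304 vs RD islets the list gave an adjusted p of 0.134, under 0.05 with the block (0.0312) and by limma's camera test (0.0359). The median log2 difference in HFD vs RD islets was 0.15 within replicates 1 to 4 and 0.15 within replicates 5 to 7. Ldha, a disallowed gene that the paper also measures in Fig. 5f, had 314 ± 34.6 normalized counts in RD, 357 ± 48.3 in HFD and 295 ± 44.2 in HFD-O304 islets (SD, n = 7 each), and the adjusted p in HFD vs RD islets was 0.325 by edgeR. The distance of HFD-O304 islets over the 38 genes was 5.02 to the RD centroid and 7.46 to the HFD centroid (exact two-sided permutation, p = 0.00583).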

Although we do not observe major changes in the expression of such genes, the transcriptional profile of this gene set also tends to be more similar between RD islets and HFD-O304 islets (Supplementary Fig. S5b). This finding suggests that the expression of disallowed genes in dysfunctional β-cells is limited at very early stages of T2D but gradually increases in response to sustained hyperglycemia and progression of T2D.

### O304 treatment preserves the expression of insulin secretory associated genes in HFD mice

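Ins1 (ENSMUSG00000035804, chromosome 19 of GRCm38 from 52264297 to 52265476) and Ins2 (ENSMUSG00000000215, chromosome 7 of GRCm38 from 142678656 to 142743381) are paralogs, and read pairs that match both equally were not counted for either. Ins2 took 20.0% of the counts on genes in RD and 20.5% in HFD islets, and Ins1 took 7.14 and 7.52%. Ins1 had 2594860 ± 185999 normalized counts in RD and 2834800 ± 197475 in HFD islets (SD, n = 7 each), with p = 0.0530 by the exact two-sided Wilcoxon rank sum test, 0.0379 by the same test on TMM-normalized counts and 0.0338 by an exact permutation of the difference in means. Its log2 fold change was 0.12 (standard error 0.053, adjusted p = 0.175) by edgeR, and the adjusted p with the replicate number as a block was 0.0179. Ins2 had 7251620 ± 428194 and 7735370 ± 546804 normalized counts, with p = 0.128 by the exact rank sum test, a log2 fold change of 0.089 (standard error 0.050, adjusted p = 0.332) and an adjusted p of 0.150 with the block.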

HFD mice displayed highly increased levels of fasting plasma insulin (Supplementary Fig. S1a), and islet mRNA levels of *Ins1* tended to be elevated while the abundance of *Ins2* transcripts were significantly increased in HFD compared to RD islets (Fig. 2i,j). In HFD-O304 mice, *Ins2* transcripts still tended to be increased compared to RD islets whereas *Ins1* mRNA levels were significantly reduced as compared to HFD mice (Supplementary Fig. S1a and Fig. 2i), likely reflecting a decreased demand for insulin production and secretion as a consequence of improved insulin sensitivity. 

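In HFD-O304 islets, Ins2 had 6588920 ± 502985 normalized counts (SD, n = 7), and in HFD-O304 vs RD islets it was lower, with p = 0.0262 by the exact Wilcoxon rank sum test and a log2 fold change of -0.14 (standard error 0.050, adjusted p = 0.156) by edgeR, not past the threshold. With the replicate number as a block the adjusted p was 0.0361. Compared with HFD islets, Ins2 had a log2 fold change of -0.23 (standard error 0.050, adjusted p = 0.00149), not past the threshold with an acinar marker covariate (0.0250) or with the trends on GC content and transcript length removed (0.0114). Ins1 had 2456030 ± 185689 normalized counts in HFD-O304 islets (SD, n = 7), with p = 0.00408 by the exact rank sum test against HFD islets and a log2 fold change of -0.20 (standard error 0.053, adjusted p = 0.00749), or -0.20 (adjusted p = 9.80e-05) with the block. This was not past the threshold with an acinar marker covariate (0.0465), without a filter on low counts (0.0172), on unstranded counts (0.0107) or in a fit of only those groups (0.0127), nor in 10 of the 21 fits that each left out one sample (adjusted p 0.00142 to 0.0192 over the 21). The log2 ratio of the means was -0.16 within replicates 1 to 4 and -0.27 within replicates 5 to 7. Its exact rank sum test against RD islets gave p = 0.0728.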

The lower metabolic load on β-cells of HFD-O304 mice would in turn contribute to β-cell rest and preserved β-cell function. 

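Of the 86 insulin secretion genes of Fig. S6 that were tested, 31 were differentially expressed in at least 1 of the 3 comparisons. GO terms were not tested, since no table that assigns genes to terms was used here. The list's log2 fold changes in HFD vs RD islets ranged from -3.41 to 0.55 around a median of -0.070, and 11 of its genes passed in that comparison when adjusted over the list alone.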

Interestingly, the differentially expressed genes in our data were enriched for GO-terms associated with response to Glucose Stimulus and Insulin Secretion (GSIS) (Supplementary Fig. S3, Supplementary Table S1). Hierarchical clustering of samples based on genes related to insulin secretion (99 genes from 3 gene sets) segregates HFD islets from RD and HFD-O304 islets, which further underscores the preservation of gene expression profiles related to insulin secretion in HFD-O304 islets as compared to lean controls (Supplementary Fig. S6).

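Clustering of the 21 samples on the 86 insulin secretion genes tested, each scaled to unit variance, first set apart a branch of 5 HFD samples, and HFD replicates 6 and 7 stood with all 7 RD and all 7 HFD-O304 samples. On unscaled normalized counts, which weight the most abundant transcripts most, all 7 HFD samples formed a branch of their own. The centroid of HFD-O304 islets lay at a distance of 8.16 from that of RD islets and of 12.3 from that of HFD islets, a difference of 4.10 (exact two-sided permutation of the RD and HFD labels over 3432 splits, p = 0.00816). Within replicates 1 to 4 the difference was 4.15 (exact p = 0.0286), and within replicates 5 to 7 it was 2.23, where the design cannot reach 0.05.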

Under conditions of hyperglycemia and perturbed GSIS, the glucose transporter *Slc2a2* is markedly downregulated, which correlates with an impaired insulin secretory response in both mice and rats^37–40^. Consistently, *Slc2a2* expression was downregulated in HFD islets as compared to RD islets, and this expression was completely restored in islets of HFD-O304 mice (Fig. 2k). 

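Slc2a2 (ENSMUSG00000027690) lies on chromosome 3 of GRCm38 from 28697903 to 28731359 and encodes the glucose transporter GLUT2. It had 34662 ± 2564 normalized counts in RD, 21687 ± 5540 in HFD and 36262 ± 3787 in HFD-O304 islets (SD, n = 7 each). Every HFD sample, with at most 27952, lay below every sample of the other groups (exact two-sided Wilcoxon rank sum test, p = 0.000583 in both comparisons). By edgeR the log2 fold change was -0.68 (standard error 0.12, adjusted p = 0.000723) in HFD vs RD and 0.74 (standard error 0.12, adjusted p = 4.95e-05) in HFD-O304 vs HFD islets, and -0.71 and 0.77 with the replicate number as a block. In HFD vs RD islets the log2 ratio of the means was -0.77 within replicates 1 to 4 and -0.57 within replicates 5 to 7. HFD-O304 and RD islets did not differ (log2 fold change 0.065 (standard error 0.12, adjusted p = 0.884); exact rank sum test, p = 0.318).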

We observed a similar expression pattern for *Trpm5*, another glucose-responsive gene also associated with functional GSIS^41,42^. 

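Trpm5 (ENSMUSG00000009246, chromosome 7 of GRCm38 from 143069153 to 143094642), which encodes a cation channel, had 2045 ± 362 normalized counts in RD and 904 ± 328 in HFD islets (SD, n = 7 each), and no HFD sample, with at most 1408, reached the lowest RD sample, at 1620 (exact two-sided Wilcoxon rank sum test, p = 0.000583). The log2 fold change was -1.18 (standard error 0.16, adjusted p = 5.28e-05) by edgeR and -1.21 (adjusted p = 1.17e-05) with the replicate number as a block. The log2 ratio of the means was -1.58 within replicates 1 to 4 and -0.79 within replicates 5 to 7.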

Alike *Slc2a2*, HFD resulted in downregulation of *Trpm5* expression in islets (Fig. 2l) suggesting that reduced levels of *Trpm5* is also an early indicative of β-cell stress and disturbed glucose homeostasis. However, in HFD-O304 islets, *Trpm5* levels were increased compared with both HFD and RD islets (Fig. 2l). These data demonstrate that, in pre-diabetic HFD mice, O304 treatment largely normalized islet gene expression signatures associated with β-cell stress and impaired glucose response. 

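HFD-O304 islets had 4785 ± 579 normalized counts of Trpm5 (SD, n = 7), and the lowest sample, at 4023, lay above the highest RD sample, at 2574. By edgeR the log2 fold change was 1.23 (standard error 0.16, adjusted p = 2.52e-05) in HFD-O304 vs RD and 2.40 (standard error 0.17, adjusted p = 1.30e-10) in HFD-O304 vs HFD islets, and with the replicate number as a block these were 1.23 and 2.44.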

Taken together, these findings provide evidence of preserved β-cell health status in HFD mice treated with O304 that in turn might prevent long-term functional deterioration of β-cells due to overnutrition.

### O304 treatment induces remobilisation of chromatin marks in islets of HFD mice

In order to further elucidate how O304 impacts on gene regulation and epigenetic marks, we characterized the distribution of active (H3K27Ac) and repressive (H3K27Me3) chromatin marks by ChIP-seq in islets from RD controls, HFD, and HFD-O304 mice. In RD islets we identified 16,314 H3K27Ac and 15,517 H3K27Me3 binding regions which present a highly non-overlapping distribution as expected (Fig. 3a and Supplementary Fig. S7a). We also observed that active and repressive chromatin marks correlated positively or negatively, respectively, with gene expression, further validating the quality of our data (Supplementary Fig. S7b,c).

**Figure 3:**
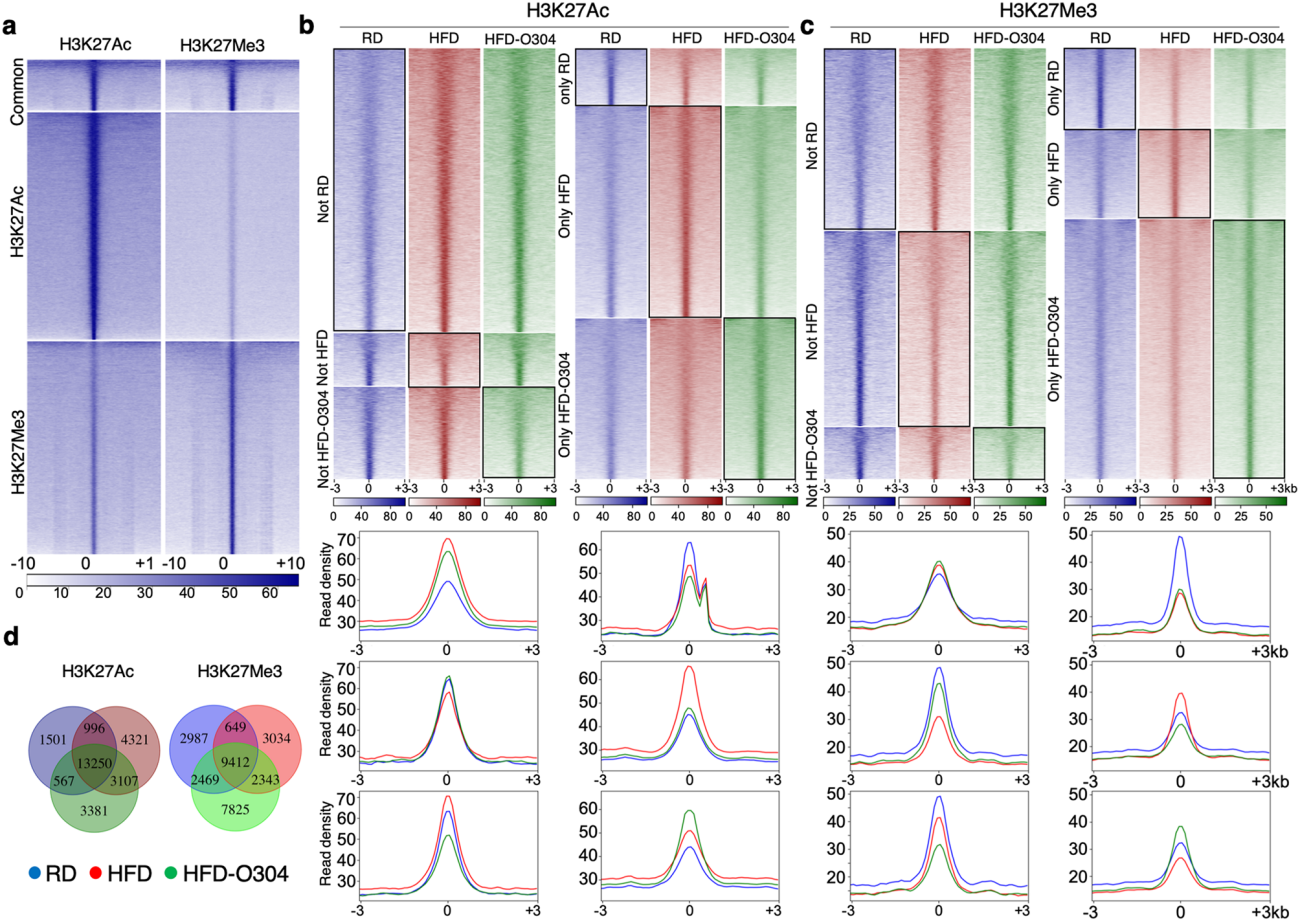
O304 treatment induces chromatin remodelling in pancreatic islets of HFD mice. (**a**) Heatmaps of read distribution in a ± 10 kb window of called ChIP-seq peaks for H3K27Ac and H3K27Me3 in islets from RD control mice. Colorbar below heatmaps indicate ChIP-seq read count. (**b**,**c**) Upper panel: heatmaps of read distribution in a ± 3 kb window for (**b**) H3K27Ac and **(c)** H3K27Me3 ChIP-seq peaks. Lower panel: density plots of read distribution across ChIP-seq peaks displayed in the heatmaps. (**d**) Venn diagram showing the overlap of H3K27Ac (left) and H3K27Me3 (right) peaks for RD, HFD, and HFD-O304 islets. (FDR < 0.01).

A large fraction of the called peaks for both active (H3K27Ac) and repressed (H3K27Me3) chromatin were common for RD, HFD, and HFD-O304 islets. Importantly, a substantial number of peaks were unique for each condition or only present in two of them (Fig. 3b–d). Interestingly, the abundance of H3K27Ac binding sites was higher in HFD and HFD-O304 islets, as compared to RD islets (21,674; 20,305; and 16,314 respectively). In HFD islets, binding of H3K27Ac to 7428 new genomic regions, that were not present in RD islets, was observed together with the depletion of this mark from 2068 sites as compared with that of RD islets (Fig. 3b,d). O304 treatment prevented H3K27Ac binding in 4321 out of these 7428 new sites and also preserved its binding to 567 of the 2068 sites lost in HFD islets (Fig. 3b,d). These results provide evidence that O304 prevented ~ 58% of the redistribution of active chromatin marks observed in HFD islets, as well as preserved ~ 27% of H3K27Ac regions lost in HFD islets (Fig. 3d).

In contrast to H3K27Ac, the number of H3K27Me3-enriched regions detected in islets from lean controls and HFD mice were similar, while these regions were more abundant in HFD-O304 islets (15,517; 15,438; and 22,049 respectively). Still, the distribution of these regions was considerably different, where only 9412 of the peaks were shared between the three groups (Fig. 3c,d). In HFD islets, 5377 new H3K27Me3-enriched regions were detected as compared to RD, but > 55% (3034) of these did not carry H3K27Me3 in HFD-O304 islets (Fig. 3d). In addition, 45% (2469 out of the 5456) of regions depleted for H3K27Me3 in HFD islets as compared to RD islets were preserved in islets of HFD-O304 mice (Fig. 3d). Taken together, these findings suggest that O304 treatment also prevented the redistribution of a large fraction of repressive chromatin marks induced by HFD in islets.

Interestingly, most of the active and repressed regions that were preserved by O304 treatment were located in intergenic regions, not in promoters (< 1 kb from TSS), suggesting that at least some of the gene expression changes induced in HFD mice and preserved in HFD-O304 mice may depend on regulatory input from distal enhancer elements (Supplementary Fig. S7). These data provide evidence that remobilisation of active and repressive chromatin marks contributed to the observed gene expression changes associated with HFD, and that O304 treatment preserved a significant fraction of the epigenetic signature characteristic of lean RD islets.

### Increased *Aldh1a3* gene expression is accompanied by changes in histone modifications

As stated above, *Aldh1a3* has in recent years emerged as a potential biomarker for dysfunctional β-cells^27^, and *Aldh1a3* expression is significantly increased in our RNA-seq data in HFD islets, but not in treated HFD-O304 islets. In addition, a significant decrease in the percentage of ALDH1A3-positive β-cell area in HFD-O304 mice (~ 2.5%) with respect to that of HFD mice (~ 19%) (Fig. 4b,c) was observed. 

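With each of the 21 samples left out in turn, the log2 fold change of Aldh1a3 in HFD vs RD islets stayed between 1.15 and 1.54 (edgeR, adjusted p at most 0.00586), that in HFD-O304 vs RD islets between -2.86 and -2.44 and that in HFD-O304 vs HFD islets between -4.12 and -3.87. Only 2 of the 7 HFD samples overlapped the RD samples in normalized counts.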

Notably, in isolated islets cultured ex vivo* Aldh1a3* expression was significantly increased at high glucose concentrations (22 mM), as compared with islets cultured at 11 mM glucose concentration, whereas *Aldh1a3* expression in islets cultured at 22 mM glucose in the presence of 5 μM O304 was significantly reduced even compared with that of islets cultured at 11 mM glucose (Fig. 4a). Thus, O304 prevented an increase in *Aldh1a3* expression both in vivo in islets of HFD-O304 mice and ex vivo in isolated islets cultured at high glucose levels. Together these data provide evidence that O304 ameliorates β-cell stress both directly and indirectly, i.e. via reduced metabolic burden.

**Figure 4:**
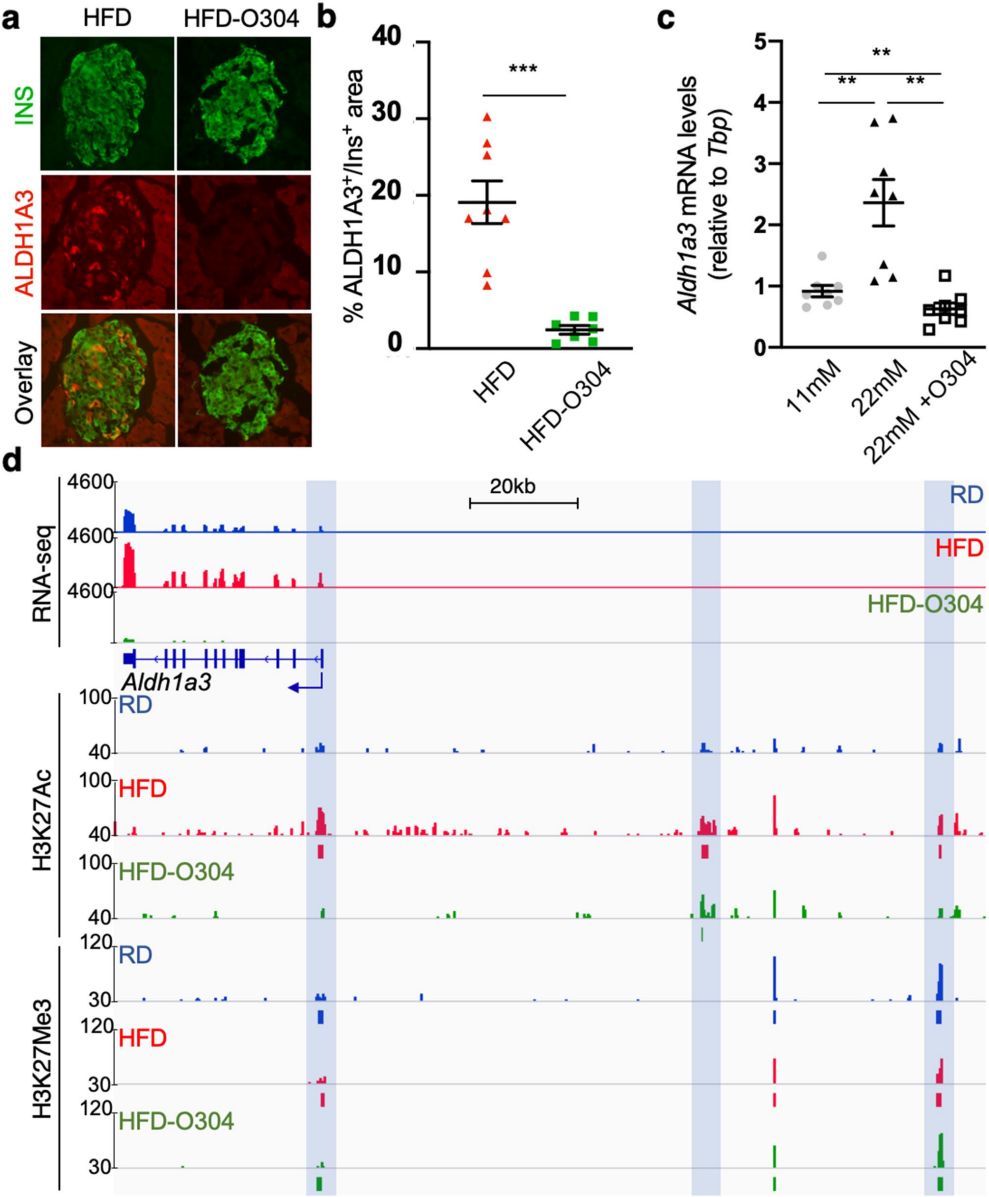
O304 mediated downregulation of *Aldh1a3* is accompanied by redistribution of H3K27Ac. (**a**) Representative sections of HFD and HFD-O304 pancreata stained for insulin (green) and ALDH1A3 (red). (**b**) Quantification of the proportion of insulin positive area with immunoreactivity for ALDH1A3 in HFD (n = 8) and HFD-O304 (n = 7). ***p < 0.001 (two-tailed Student’s *t* test). Individual data points, mean ± SEM are indicated in all graphs. (**c**) Relative mRNA expression of *Aldh1a3* in CBA islets cultured in vitro under conditions of low glucose (11 mM), high glucose (22 mM), and high glucose (22 mM) plus O304 (5 μM) (n = 7 for all conditions) **p < 0.01. (Wilcoxon signed rank test). (**d**) Read count in the *Aldh1a3* locus for RNA-seq (upper panel), H3K27Ac ChIP-seq (middle panel) and H3K27Me3 ChIP-seq (lower panel) in RD (blue), HFD (red) and HFD-O304 (green) islets. Called peaks are indicated as boxes below read count. Blue shading indicates areas of differential acetylation.

To investigate further how these changes in gene and protein levels correlated with regulatory changes, we investigated H3K27Ac and H3K27Me3 occupancy at the *Aldh1a3* locus in our ChIP-seq data. Notably, the increased expression of *Aldh1a3* in HFD-islets was accompanied by enrichment of H3K27Ac in the promoter region as well as two distant regions (~ 70 kb and ~ 114 kb) upstream of the gene (Fig. 4d). None of these binding sites were present in islets of RD mice, and in HFD-O304 islets both the promoter region and the most distant element were devoid of H3K27Ac-enrichment. In addition, in islets from RD controls, HFD or HFD-O304 mice, all of these regions were bound by H3K27Me3, likely reflecting a heterogenous β-cell population with only a subset (~ 19%, Fig. 4b,c) of the β-cells of HFD mice expressing ALDH1A3. Most importantly, these findings also provide evidence that *Aldh1a3* expression is actively repressed via H3K27Me3 in healthy islets and, as a consequence of the increased metabolic pressure induced by HFD, expression of *Aldh1a3* is activated upon remobilisation of H3K27Ac to the gene promoter and to two distal upstream elements that may represent potential regulatory regions*.* Taken together, these data demonstrate that O304 treatment induced remobilisation of chromatin marks in pre-diabetic islets, which thus likely contributes to preservation of their transcriptional profile.

### O304 treatment reverts gene expression changes associated with β-cell stress and impaired insulin secretion

To test whether O304 treatment could not only prevent, but also revert the islet gene expression changes associated with diet-induced obesity, mice were fed HFD for 9 weeks and then switched to HFD formulated with O304 (0.8 mg/g) for another 9 weeks (from here on referred to as HFD-switch mice) (Fig. 5a). Vice versa, mice that had been fed HFD-O304 for 9 weeks were switched to HFD without O304 (from here on referred to as O304-switch mice). Control mice were fed RD throughout the whole time period. Mice fed HFD had a significantly decreased food intake (> 30% reduction) as compared to both mice fed RD or HFD-0304, but food intake increased after the switch to HFD-O304 (Supplementary Fig. S8). Reciprocally, food intake of HFD-O304 mice was reduced after the switch to HFD (Supplementary Fig. S8).

**Figure 5:**
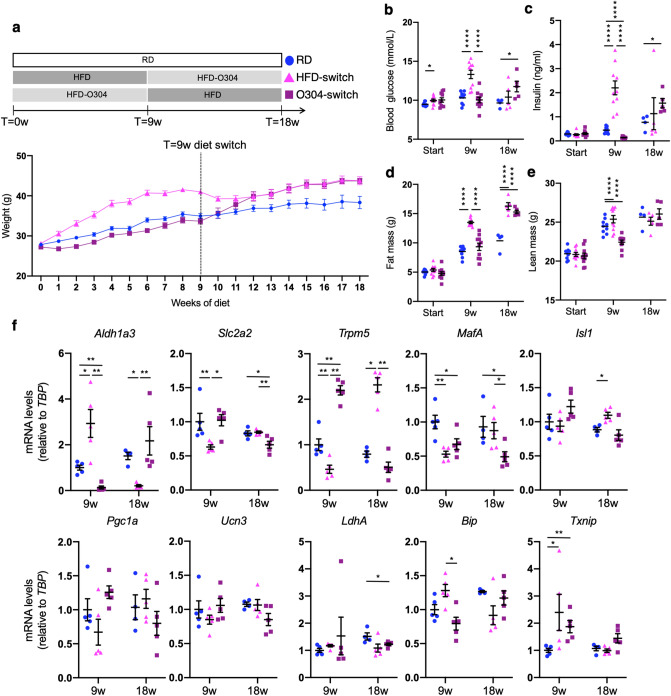
O304 treatment reversed impaired glucose homeostasis in HFD mice. (**a**) Weight curve for RD (blue circles), HFD-switch (pink triangles) and O304-switch (purple squares). Dashed line indicates the timepoint for switch of diet. Fasted blood glucose (**b**) and insulin (**c**), fat mass (**d**) and lean mass (**e**) for the same mice at start of diet, at 9 weeks when diet switch was performed and at 18 weeks (from start until 9 weeks n = 9 for RD, 10 for HFD-switch, and 10 for O304-switch, thereafter 5 mice from each group were sacrificed and n = 4 for RD, 5 for HFD-switch, and 5 for O304-switch at 18 weeks). Mean ± SEM is indicated for weight curve while all other graphs display individual data points, mean ± SEM. (**f**) Relative mRNA expression of key islet genes in RD, HFD-switch and O304-switch islets. Significant expression changes as compared to RD controls in each of the time points are displayed with asterisks. *p < 0.05, **p < 0.01, ****p < 0.0001 (Wilcoxon rank sum test).

In HFD-switch mice the transition from HFD to HFD-O304 completely reverted the hyperinsulinemia, dysglycemia, and insulin resistance established by the 9 weeks HFD feeding (Fig. 5b,c). Notably, although weight gain was halted by switching mice from HFD to HFD-O304, neither body weight, lean body mass, nor fat mass decreased after the switch from HFD only to HFD-O304 (Fig. 5d,e), suggesting that the positive metabolic effects exerted by O304 treatment are not secondary to weight loss. In O304-switch mice, before the switch (T = 9 weeks), fasting plasma insulin were slightly decreased and glucose levels similar compared with that of RD mice (Fig. 5a–c). The switch from HFD-O304 to HFD resulted in an increased weight and fat mass gain as well as a marked increase in insulin and glucose levels (Fig. 5b–e). Together, these data demonstrate that O304 treatment not only prevents dysglycemia in HFD mice but also potently reverses dysfunctional glucose homeostasis in pre-diabetic HFD mice, and that this is uncoupled from changes in body mass.

To test if the improved metabolic profile of HFD-switch mice is also accompanied by significant improvements in islet gene expression profiles, we isolated total RNA from pancreatic islets at the time of the switch (Fig. 5a, T = 9 weeks) as well as after 9 weeks of intervention (Fig. 5a, T = 18) and analysed the expression of key islet genes associated with β-cell stress and insulin secretion. Importantly, HFD-switch mice presented with an improved gene expression profile at T = 18 weeks for key islet genes associated with β-cell stress and insulin secretion (Fig. 5f), indicating that O304 treatment can revert gene expression changes associated with HFD. The expression of the β-cell stress marker *Aldh1a3* was reduced to minimal levels in HFD-switch islets after 9 weeks of treatment, while both *Slc2a2* as well as *Trpm5* expression was restored, and in the latter case even increased as compared to controls (Fig. 5f). Together these data provide evidence that O304 treatment potently can reduce β-cell stress and improve glucose sensing and secretory capacity also after an initial 9-week period of HFD feeding. The expression of β-cell identity gene *MafA* was restored in HFD-switch islets at T = 18 weeks and *Isl1* expression was significantly increased as compared to control islets (Fig. 5f). The trend was similar for the mitochondrial biogenesis regulator *Pgc1a* (Fig. 5f). In addition*,* in line with previous ex vivo data on islets cultured in high glucose^8^, at T = 18 weeks the expression of the unfolded protein response genes *Bip* and *Txnip* were reduced, providing further support that O304 treatment reverted β-cell stress in HFD-switch mice. In O304-switch islets, the opposite change in expression profiles was observed with increased expression of *Aldh1a3*, as well as a decreased expression of *Slc2a2*, *Trpm5*, and *MafA* at T = 18 weeks, in comparison to the timepoint of the switch, i.e. T = 9 weeks (Fig. 5f)*.* We did not detect any major change in the expression levels of the β-cell maturity marker *Ucn3* nor in that of the disallowed gene *Ldha* at T = 18 weeks for HFD-switch islets. Taken together, these data demonstrate that O304 treatment not only potently prevents impaired glucose homeostasis and islet transcriptional changes associated with high-caloric food intake in HFD mice, but that O304 treatment also can restore metabolic function and associated islet gene expression changes in HFD mice with established obesity and dysglycemia.

## Discussion

The potential of AMPK as a target for treatment of metabolic disease, including T2D, has received much attention in recent years. Still, no novel drugs developed to directly target AMPK have reached the market. We recently described the pan-AMPK activator O304 and its beneficial effects on whole body glucose homeostasis, cardiovascular health and islet function in mice and humans^8^. Here, we demonstrate that O304 treatment not only improves the transcriptional status of certain genes under conditions of in vivo metabolic stress but also potently prevents the global transcriptional changes associated with diet-induced obesity in islets of mice. Moreover, as shown by our diet-switch experiments, O304 treatment reverted HFD induced dysglycemia in mice, which was also accompanied by a downregulation of β-cell stress gene expression and an improved transcriptional profile as compared to that of islets from non-treated HFD mice. Interestingly, some of the gene expression changes induced by O304 treatment in vivo is recapitulated in islets cultured ex vivo, indicating that O304 may positively impact β-cell function via two different mechanisms: indirectly by reducing the metabolic load on the β-cells through improved glucose uptake in the peripheral tissues, and directly by relieving β-cell stress responses and preserving a functional β-cell identity. Although it appears likely that indirect effects (i.e. improved insulin sensitivity) exert a major role in the improved in vivo gene expression profiles, that does not exclude that O304 also exerts direct effects on β-cells, which will be the focus of future studies.

In T2D, numerous mechanisms (e.g. glucotoxicity, insulin resistance, oxidative and ER-stress) have been identified to contribute to the gradual decline of β-cell function^43^. However, although the molecular mechanisms remain largely unknown, alleviation of metabolic stress has been associated with restoration of β-cell function^3–5^. Under conditions of sustained metabolic stress, β-cells lose their functional identity, which is manifested as a loss of functional β-cell mass. If metabolic stress perseveres, β-cells may progress to apoptosis, eventually leading to true β-cells loss at later stages of T2D development^44^. Loss of β-cell identity refers to the process whereby mature β-cells to various degrees lose their glucose stimulated insulin secretion capacity, downregulate expression of genes ensuring β-cell function, and upregulate expression of genes that are disallowed in the normal physiological context^33,34,36,44–46^. In islets of HFD fed mice, we did not observe clear changes in β-cell identity genes. Nonetheless, it is striking that islets of HFD-O304 mice not only cluster closer to islets of RD mice in terms of whole transcriptome profiles but also in analyses based on groups of genes involved in specific processes related to β-cell function. Together, these findings imply that deterioration of β-cell identity in T2D may not arise concomitantly with functional decline but rather develop secondary to loss of β-cell function. This is also in concordance with the idea that the cellular state of a reprogrammed β-cell is dependent on the diabetogenic context rather than due to reversal of developmental ontogeny^47^. Given the growing number of reports of increased expression of disallowed genes in challenged β-cells^33^, one could speculate that small stochastic transcriptional changes are amplified in the setting of metabolic stress, and that additional cofactors (e.g. genetic, environmental) in the long term potentiate “transcriptional drift” and subsequent downregulation of genes key for maintenance of functional β-cell identity, thus eventually leading to the development of overt T2D.

Insulin secretion and underlying gene regulation is tightly coupled to nutrient state^45,46^ and adaptive insulin secretion has been suggested to be controlled through epigenetic changes^46^. In support of this notion, our data show that the transcriptional changes induced by high-fat diet, and the prevention of these changes by O304 treatment, are accompanied by the redistribution of active and repressive chromatin modifications. Although analysis of islets isolated from HFD mice showed that the increased mRNA expression of the early β-cell stress marker *Aldh1a3* was accompanied by increased H3K27Ac in the promoter region and at upstream intergenic regions, immunohistochemical analyses revealed ALDH1A3 upregulation only in a subset of β-cells. In view of this limitation in our study, as well as the increasing evidence of β-cell subpopulations and differences in cellular states, an important open question is how the detected global transcriptional and epigenetic changes translates to cellular heterogeneity in this context.

In summary, our findings demonstrate a remarkable positive effect of O304 in vivo treatment on islet gene expression signatures in the context of HFD induced insulin resistance and dysglycemia. Taken together, our pre-clinical findings provide evidence that O304 holds great therapeutic potential for future clinical use for prevention and restoration of β-cell failure in T2D subjects.

## Methods

### Animals and diets

All experiments were performed in compliance with national and institutional laws and guidelines and the study is reported in accordance with ARRIVE guidelines. The study was approved by the Regional Ethics Committee at the Court of Appeal of Northern Norrland. Ethical approval ID A-4-2019. CBA males were chosen for this study as they, in contrast to C57Bl/6 mice, do not display inherent impaired insulin secretion. CBA mice also respond well to high-fat diet and readily develop insulin resistance and hyperinsulinemia^8^, mimicking the recently defined human SIRD diabetes subtype^9^. For ex vivo culture of islets CBA x C57Bl/6 F1 hybrid mice were used. Mice were purchased from Charles River Lab and housed at 12:12 h light/dark cycle in a temperature/humidity controlled (22 °C and 50% humidity) room and *ad libitum* feeding with either standard chow (Special Diet Service #801730), high-fat diet (HFD) (Research diets, Inc. #D12492) or HFD supplemented with 0.8 mg/g O304 (HFD-O304) (Research diets, Inc. #D12492 custom formulated with 0.8 mg/g O304 (kindly provided by Betagenon AB)). 10-weeks-old CBA mice were allocated to standard chow, HFD, and O304-HFD groups for 9 weeks. After 9 weeks mice were either sacrificed or switched from HFD to HFD-O304, and vice versa, for an additional 9 weeks. Food intake and body weight were measured weekly. Due to the different colour of the experimental diets, investigators were not blinded to the group allocation of experimental animals.

### Metabolic measurements and body composition

Body composition of live mice was measured using EchoMRI (EchoMRI LLC; EchoMRI 3-in-1). Arginine stimulated insulin secretion tests were performed on 6-h fasted mice under sedation with Hypnorm (Veta Pharma)/Midazolam (Hamlenmice) followed by intraperitoneal (i.p.) administration of arginine (1 g/kg body weight; SIGMA #A5131). Blood glucose levels were measured using Glucometer (Ultra 2, One Touch) and plasma insulin was analysed via the ultrasensitive mouse insulin ELISA kit (Chrystal Chem Inc. #90080).

### Islet preparation

Islets were isolated by collagenase digestion of the pancreas as previously described^10^. Briefly, mice were killed by cervical dislocation and the pancreata were perfused with 2.5 ml cold collagenase (without Mg^2+/^Ca^2+^, GIBCO #14180). The pancreata were then dissected out and incubated at 37 °C for 10–15 min. Collagenase activity was stopped by adding 25 ml of Hanks’ solution (with Mg^2+/^Ca^2+^, GIBCO #14060) and vigorous shaking released the islets from the rest of the pancreatic tissue. Islets were rinsed in ice-cold Hanks’ three times and then picked manually under a stereo microscope.

### RNA-seq

Isolated islets from 5 mice were pooled (n = 7 for all conditions) and 150 islets were used for extraction of total RNA islets using RNeasy Micro Kit (Qiagen, #74004). RNA-seq libraries were prepared with the Illumina TruSeq RNA Library Kit according to the manufacturer’s instructions. 50 bp paired-end sequencing was performed on a NovaSeq 6000 Illumina Sequencer at The National Genomics Infrastructure (SciLifeLab -Science for Life Laboratory, Stockholm), with coverage of ~ 40 million reads per library.

For RNA-seq analyses, Fastq files with 50-nt paired-end sequenced reads were quality-checked with FastQC (https://www.bioinformatics.babraham.ac.uk/projects/fastqc/) and raw reads were aligned to the mouse genome (GRCm38, Ensembl genome version 96, ensembl.org) using STAR (options: *--outSAMtype BAM SortedByCoordinate --seedSearchStartLmax 12 --outFilterScoreMinOverLread 0.3 --alignSJoverhangMin 15 --outFilterMismatchNmax 33 --outFilterMatchNminOverLread 0 --outFilterType BySJout --outSAMattributes NH HI AS NM MD --outSAMstrandField intronMotif --quantMode GeneCounts*)^11^.

Genes with a minimum row sum of 10 reads were kept for further analysis. Normalization and differential expression analysis were performed using DESeq2 (p < 0.01 and False Discovery Rate (FDR) < 0.01)^12^. Plotting of individual gene expression was done based on the normalised read counts obtained in DESeq2 and Wilcoxon test was applied for mean comparison.

Clustering of differentially expressed genes was obtained using pheatmap package. Gene Ontology (GO) and KEGG enrichment analysis for pairwise comparisons and specific cluster were performed using clusterProfiler (p < 0.01 and FDR < 0.01)^13^.

In order to visualise the GO terms containing differentially expressed genes that best classify the three predefines samples, GOexpress package was used (Bioconductor, Rue-Albrecht, 2020). The plotting script was modified to visualise the genes present in the customised terms.

### ChIP-seq

For ChIP-seq experiments ~ 600 islets were processed (n = 2 for each condition). Chromatin immunoprecipitation (ChIP) was performed as previously described with some modifications^14^. Briefly, islets were fixed 15 min in 1 ml fixing solution (1% formaldehyde, 50 mM HEPES–KOH, 100 mM NaCl, 1 mM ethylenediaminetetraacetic acid (EDTA), 0.5 mM EGTA) at RT with gentle mixing. Crosslinking was stopped by adding 1/20 volume of 2.5 M glycine for 5 min at RT. Islets were then washed 2 × 5 min at 4 °C with cold 1 × PBS containing protease inhibitor cocktail (Roche, #4693132001), snap frozen and stored at − 80 °C until awaiting further processing. Pooled islets were lysed 5–10 min in 130 μl of lysis buffer at 4 °C and sonicated on a Covaris E220 device (PIP: 105, Duty factor: 2, Cycles/burst: 200, Duration: 9 min). ChIP was performed with rabbit anti-H3K27Ac (Abcam, ab4729) and rabbit anti-H3K27Me3 (Upstate #07-449) antibodies. ChIP-seq libraries were prepared with the Rubicon Thruplex DNA-Seq kit following manufacturer’s instructions library preparations and sequencing were performed. 50 bp paired-end sequencing was performed on a NovaSeq 6000 Illumina Sequencer, at the National Genomics Infrastructure (SciLifeLab -Science for Life Laboratory, Stockholm), with coverage of ~ 60 million reads per library.

Fastq files with 50-nt paired-end sequenced reads were quality-checked with FastQC (https://www.bioinformatics.babraham.ac.uk/projects/fastqc/) and raw reads were mapped to the mouse genome (GRCm38, Ensembl genome version 96, ensembl.org) using bowtie2 (options: *--threads 4 --very-sensitive*)^15^*.* Samtools was used to convert SAM files into BAM files and the BAM files for each replicate were merged. Enriched peaks (p < 0.01, FDR < 0.01) were called using MACS2 (options: *callpeak --gsize* 1.87e9 *--*broad *--*broad-cutoff 0.1 -f BAMPE -q 0.1 *--*nolambda *--*nomodel *--*shift 200 --extsize 200)^16^. findOverlapsOfPeaks function from ChIPpeakAnno package was used to define the whole set of peaks for each histone modification and to define if a peak was common or specific for each condition^17,18^.

To study the correlation of ChIP-seq and RNA-seq a Student’s *t* test was performed to compare the read counts in RNA-seq for each gene and the binding at transcription starting site (TSS) of the histone marks determined by ChIP-seq. Heatmaps and profile plots of scores around genomic regions were performed with deepTools^19^ and annotation of the peaks was done with ChIPseeker^20^.

For signal profiles and correlation patterns plots, we calculated the histone mark signal for all genes in each of the 200 bins that we split the 6000 bp surrounded the TSS. For visualization, the average signal across all genes was calculated and then normalized against the maximum value in these 200 bins to always have a maximum value of one. The correlation pattern was obtained by correlating the signal in each bin with the gene expression levels using the Spearman correlation coefficient for each of the bins.

### Ex vivo culture of islets

For ex vivo analyses, islets were cultured for 96 h in RPMI medium 1640 (GIBCO #11879-0) supplemented with 11.1 or 22.2 mM glucose (GIBCO #A24940-01), 1% fetal bovine serum (GIBCO #10500), 50 U/ug Pen/Strep per ml (Gibco #15140-122), 10 mM Hepes (Umeå University, Laboratory medicine), 1 mM sodium pyruvate (GIBCO #11360-039) and 0.1% 2-Mercaptoethanol (Sigma#M3148). 5 μM O304 were added from day 0 of culture; the control contained DMSO 1:2000.

### qRT-PCR

Total RNA was prepared from isolated islets using RNeasy Micro Kit (Qiagen #74004) and first strand cDNA synthesis was done using Superscript III (Invitrogen #18080-051). qPCR was performed with FastStart Universal SYBR Green master (rox) (Sigma-Aldrich # 4913850001) on a Bio-Rad CFX Connect instrument. Data were normalized using TBP as the reference gene. Primers used for qPCR are listed in Supplementary Table S3.

### Immunofluorescence and morphometric analysis of islets

Quantification of β-cells expressing ALDH1A3 was done on cryosections from pancreatic tissues isolated from HFD (n = 8 mice, a total of 90 islets) and HFD-0304 mice (n = 7 mice, a total of 75 islets) kept on diet for 9 weeks. Isolated pancreata were fixed 1.5 h in 4% PFA, and prepared for cryosectioning. Immunostainings were performed using as primary antibodies α-ALDH1A3 (1:1000, Novus Biologicals NBP2-15339) and α-Ins (1:500, Dako A0564), and Alexa Fluor 488 (1:500, Jackson ImmunoResearch 706-545-148) and Alexa Flour-594 (1:500, Invitrogen a-11012) as secondary antibodies. Quantification of insulin and ALDH1A3 positive area was determined using Fiji software (Version 2.0.0).

### Statistical analysis

Sample-size estimates were not performed prior to the execution of the study and no data points were excluded. Prism 9 was used for statistical analysis of body composition, metabolic parameters, imaging data and qRT-PCR data. Normality and lognormality tests were performed to select appropriate statistical methods for analysis. RNA-seq and ChIP-seq data were analyzed using specific R-packages (see separate section).

## Supplementary Information

Supplementary Information.

Supplementary Table S1.

Supplementary Table S2.

Supplementary Table S3.

## Data Availability

All generated datasets for RNA-seq and ChIP-seq are available through the Gene Expression Omnibus repository under the accession number GSE190813.

# Supplementary material for: Pan-AMPK activator O304 prevents gene expression changes and remobilisation of histone marks in islets of diet-induced obese mice
**Source:** Sci Rep. 2021 Dec 23;11:24410. doi: 10.1038/s41598-021-03567-3
**Supplement:** Supplementary file 1 — Supplementary Information.

**Pan-AMPK activator O304 prevents gene expression changes and remobilisation of histone marks in islets of diet-induced obese mice.**

**Ana López-Pérez<sup>1</sup>, Stefan Norlin<sup>1</sup>, Pär Steneberg<sup>1</sup>, Silvia Remeseiro<sup>1, 2</sup>, Helena Edlund<sup>1, \*</sup>  
& Andreas Hörnblad<sup>1, \*</sup>**

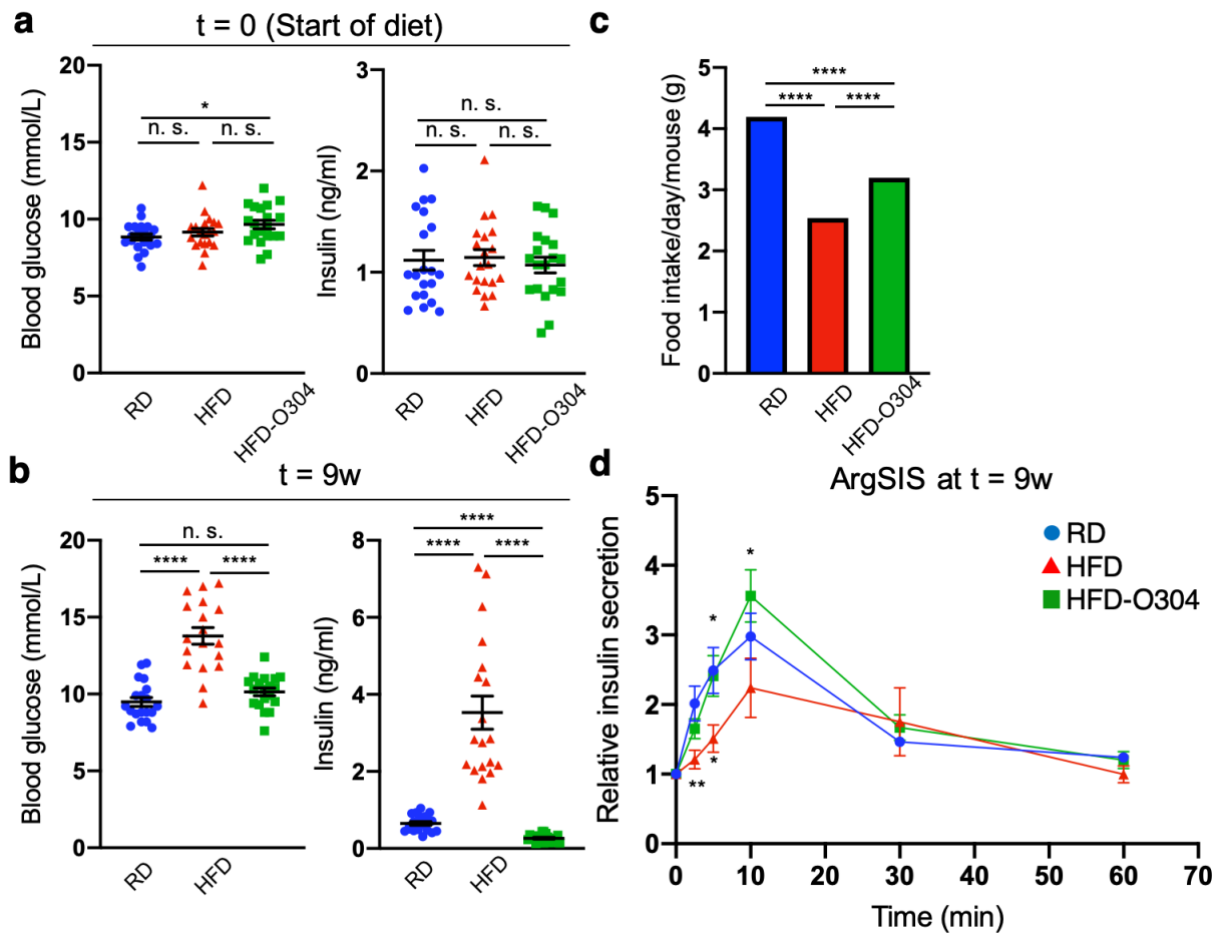

**Fig. S1 O304 protects mice from developing impaired blood glucose homeostasis and insulin secretion on a HFD.** (a) Fasted blood glucose and insulin for RD, HFD and HFD-O304 mice at start of diet (n=20 for all conditions) and (b) after 9 weeks of diet (n=20 for RD and HFD-O304, n=19 for HFD). (c) (d) Arginine stimulated insulin secretion test (ArgSIS) after 9 weeks of diet for RD (n=8), HFD (n=10), HFD-O304 (n=10) mice. X-axis reflects time in minutes after administration of arginine (1mg/g body weight). Asterix above lines indicate significance between HFD and HFD-O304, asterix below lines indicate significance between RD and HFD. There are no significant differences between RD and HFD-O304. \* $p < 0.05$ , \*\* $p < 0.01$ , \*\*\*\* $p < 0.0001$ , n. s. = not significant (Student's t-test).

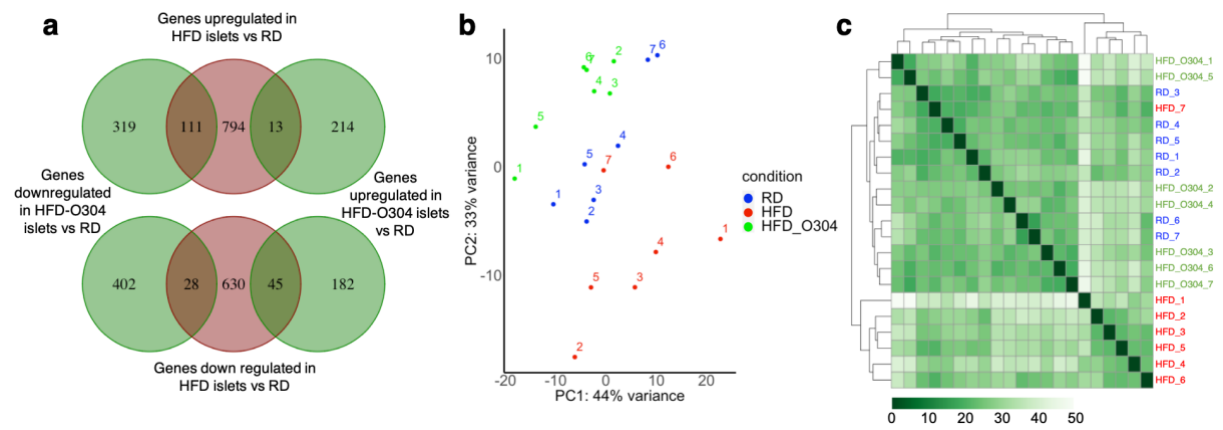

**Fig. S2 O304 prevents transcriptional changes in islets of Langerhans induced by HFD.**

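Of the 963 genes that edgeR called in HFD vs RD islets, 85 were also differentially expressed in HFD-O304 vs RD islets, 16 in the same direction and 69 in the opposite direction. Among genes higher in HFD islets, 7 were also higher and 49 lower in HFD-O304 than in RD islets, and among genes lower in HFD islets, 9 were also lower and 20 higher. In the paper's Table S1, 197 of its 1621 genes of HFD vs RD islets are also listed for HFD-O304 vs RD islets, 41 in the same direction and 156 in the opposite direction, by the paper's values.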

**(a)** Venn diagram of overlap between genes upregulated (upper panel) or downregulated (lower panel) in HFD islets compared to differentially expressed genes (DEGs) in HFD-O304 islets.

**(b)** PCA plot of RNA-seq data. **(c)** Hierarchical clustering and heatmap based on RNA-seq data from RD, HFD and HFD-O304 islets.

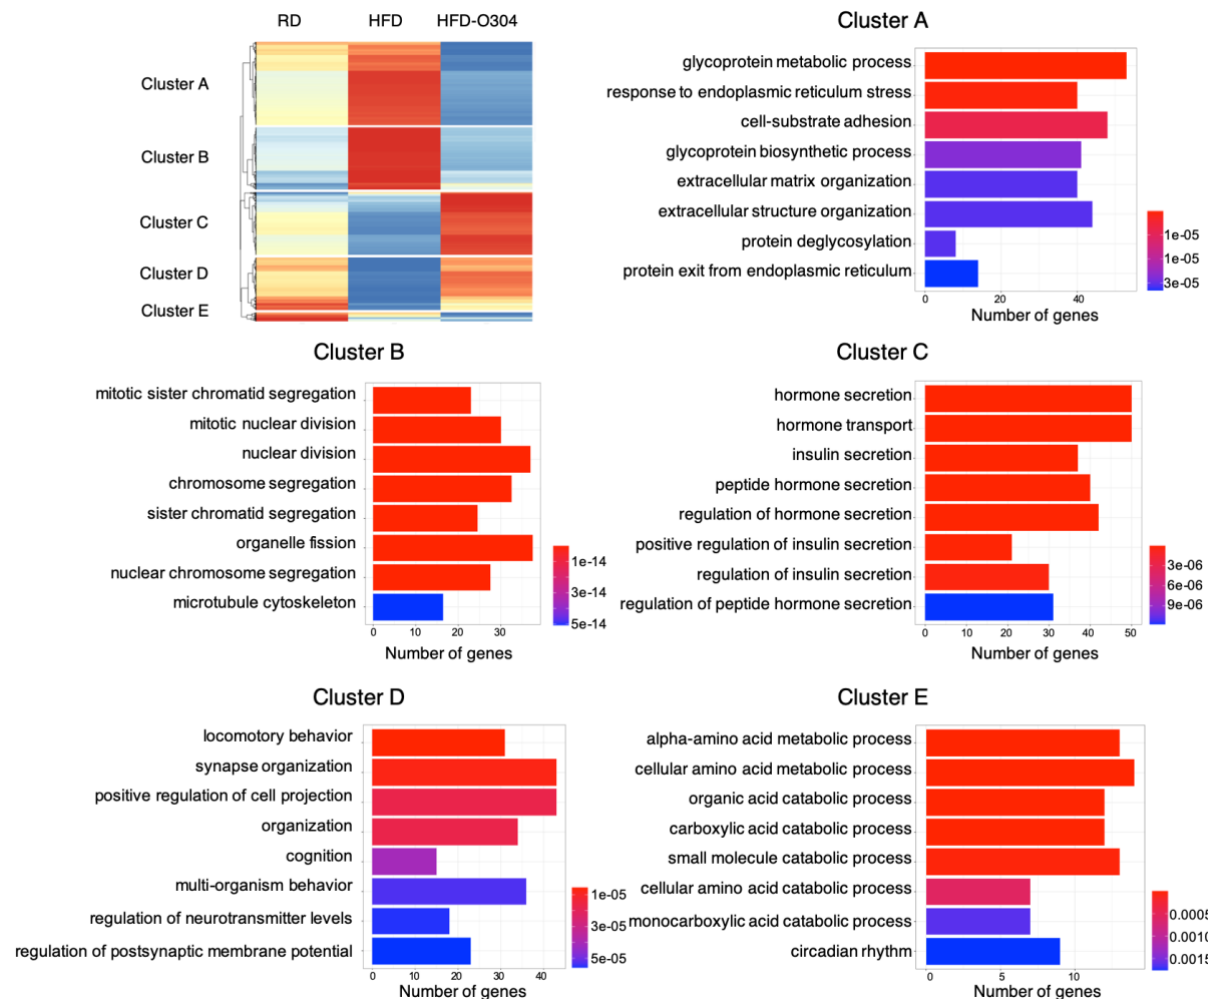

**Fig. S3 GO term enrichment analysis indicate that O304 induces gene expression changes related to  $\beta$ -cell function.** Top 8 GO terms enriched in each of the group of differentially expressed genes as defined by K-means clustering (left upper panel). Genes in Cluster A and B are more abundantly expressed in HFD islets and are related to ER stress and protein processing, and cell proliferation, respectively. Genes in cluster C and D are less abundantly expressed in HFD islets and relate to insulin and hormone secretion, and neuronal function, respectively. Cluster E genes are most abundantly expressed in RD islets and least in HFD-O304 islets and relate to amino acid metabolism and other catabolic processes. Bar color indicates adjusted p-value (FDR < 0.01) as indicated on scale on right side of each barchart.

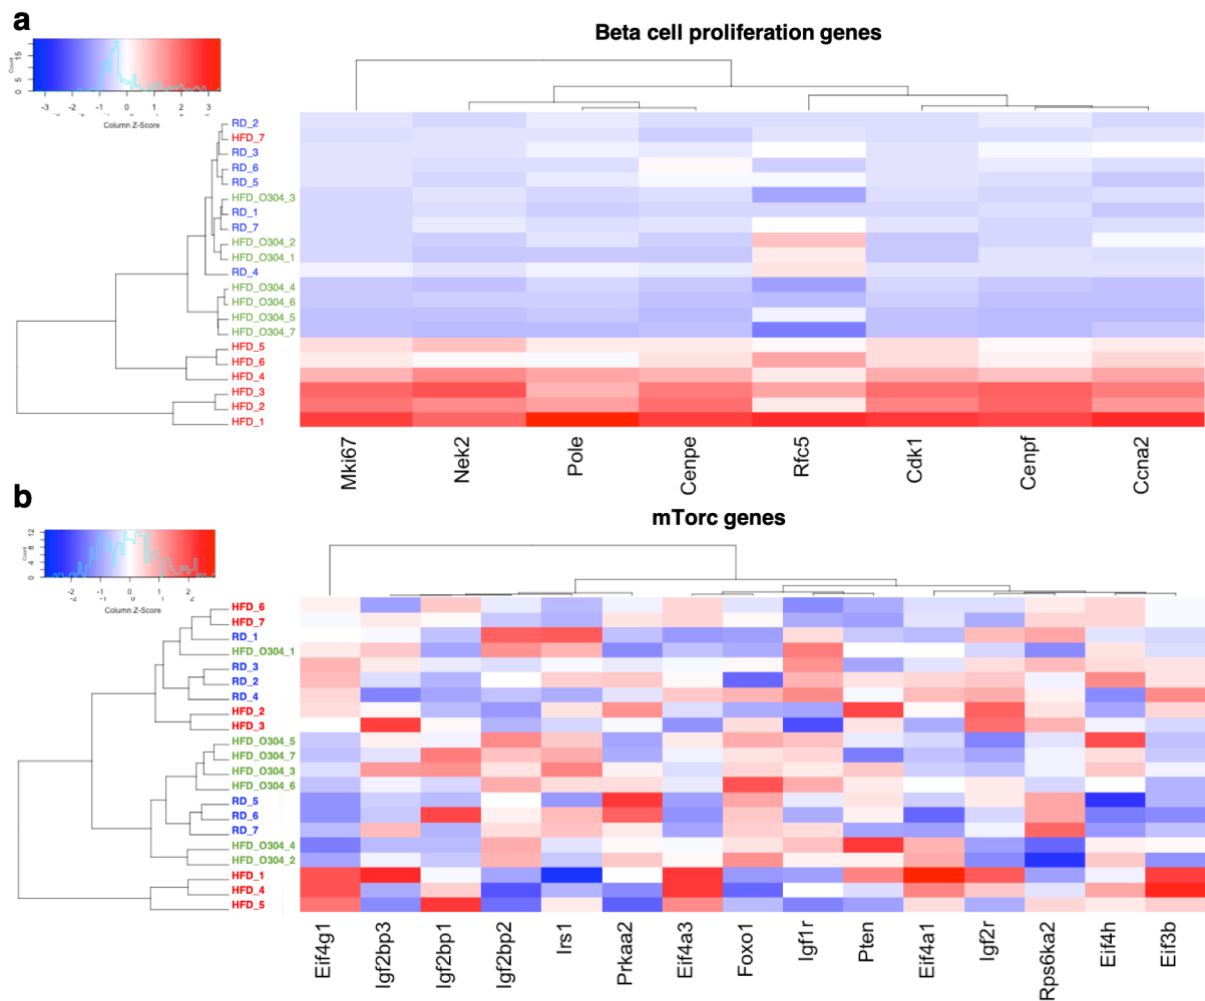

**Fig. S4 O304-mediated AMPK activation suppresses cell proliferation in pancreatic islets.**

Hierarchical clustering and heatmap of expression levels for genes associated with **(a)**  $\beta$ -cell proliferation and **(b)** mTorch signalling. 

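On the 8 proliferation genes, each scaled to unit variance, HFD replicates 1 to 4 formed a branch of their own and HFD replicates 5 to 7 stood with all RD and HFD-O304 samples. The centroid of HFD-O304 islets lay at a distance of 1.51 from that of RD and 5.29 from that of HFD islets (exact two-sided permutation of the RD and HFD labels, p = 0.00408). On the 15 mTORC1 genes, the first branches held 4 RD, 4 HFD and 7 HFD-O304 samples, and 3 RD and 3 HFD samples, with distances of 2.95 and 4.40 (p = 0.00583 by the same exact test). On unscaled normalized counts, HFD replicates 1 to 3 alone formed the smaller branch for the proliferation genes and HFD replicates 1, 4 and 5 for the mTORC1 genes, and the difference over the mTORC1 genes had p = 0.0513 by the same exact test. Within replicates 1 to 4 and within replicates 5 to 7, the distance to the HFD centroid exceeded that to the RD centroid by 4.86 and 2.11 over the proliferation genes and by 1.73 and 0.301 over the mTORC1 genes.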

Genes for RD (blue) , HFD (red) and HFD-0304 islets (green).

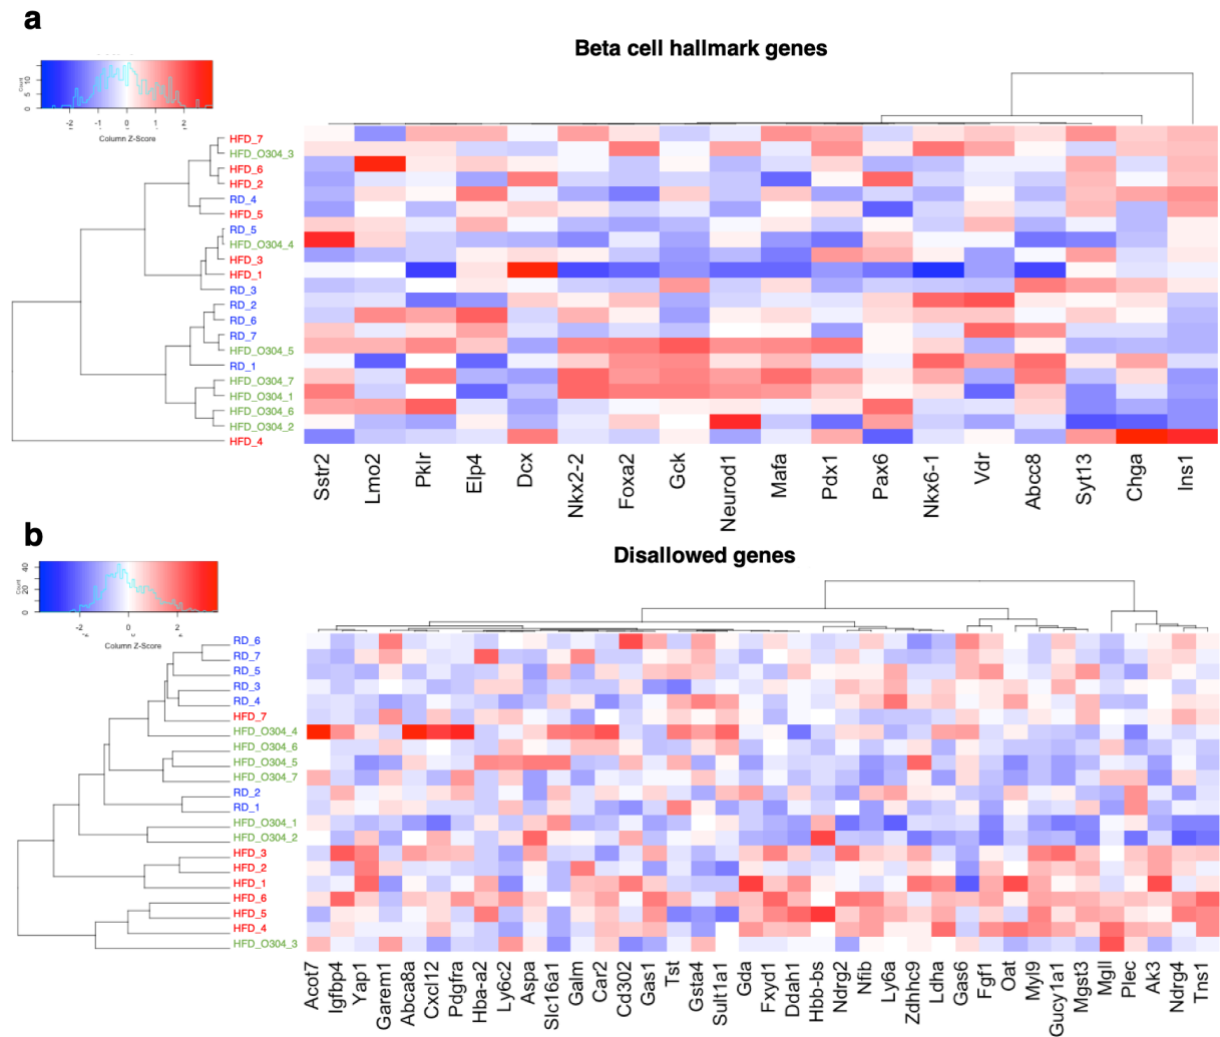

**Fig. S5 HFD does not induce major expression changes in  $\beta$ -cell hallmark genes nor in genes normally repressed in  $\beta$ -cells.** Hierarchical clustering and heatmap of expression levels for **(a)**  $\beta$ -cell hallmark genes and **(b)** disallowed  $\beta$ -cell genes for RD (blue) , HFD (red) and HFD-0304 islets (green).

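Clustering on the 18 hallmark genes, each scaled to unit variance, gave a branch of 5 RD, 1 HFD and 7 HFD-O304 samples and a branch of 2 RD and 6 HFD samples. On the 38 disallowed genes, HFD replicates 1 to 6 formed a branch of their own, and HFD replicate 7 stood with the 7 RD and 7 HFD-O304 samples. On unscaled normalized counts, the hallmark genes gave a branch of 6 RD, 2 HFD and 6 HFD-O304 samples and one of 1 RD, 5 HFD and 1 HFD-O304 sample, and the disallowed genes a branch of 7 RD, 4 HFD and 6 HFD-O304 samples and one of HFD replicates 4 to 6 with HFD-O304 replicate 3. With each sample left out in turn, the distance of HFD-O304 islets to the HFD centroid exceeded that to the RD centroid by 1.37 to 2.00 over the hallmark genes and by 2.20 to 3.05 over the disallowed genes. Within the library sets of replicates 1 to 4 and 5 to 7, it did so by 1.54 and 0.834 and by 2.56 and 1.89.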

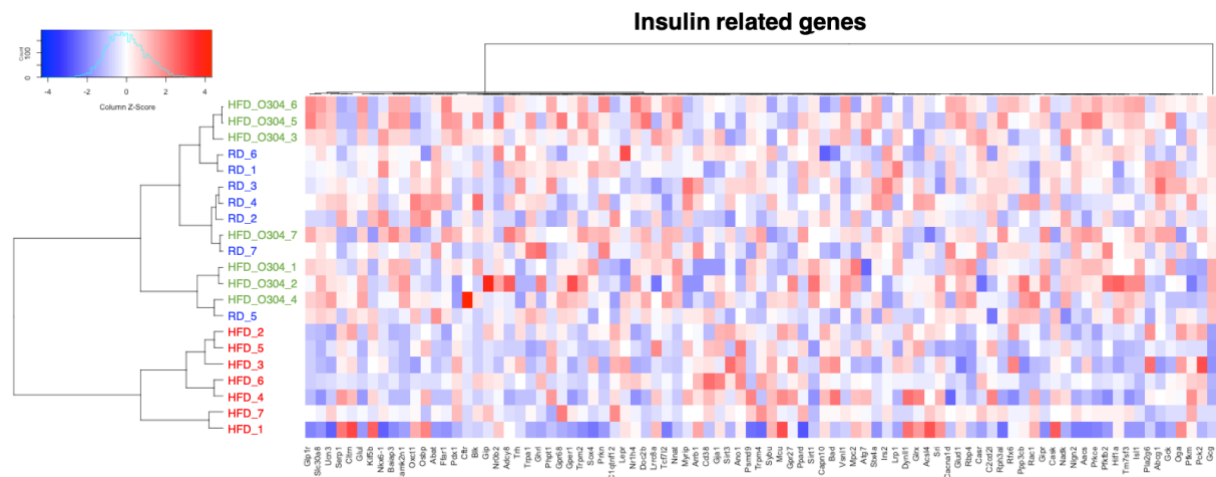

**Fig. S6 Expression of genes involved in insulin secretion is normalised in O304-treated islets.** Hierarchical clustering and heatmap of expression levels for genes associated with insulin secretion (derived from GO:0035774 and GO:0032024) for RD (blue letters), HFD (red letters) and HFD-O304 islets (green letters).

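With each of the 21 samples left out in turn, the distance of HFD-O304 islets to the HFD centroid over the insulin secretion genes exceeded that to the RD centroid by 3.54 to 4.93 (exact two-sided permutation of the RD and HFD labels, p at most 0.0280).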

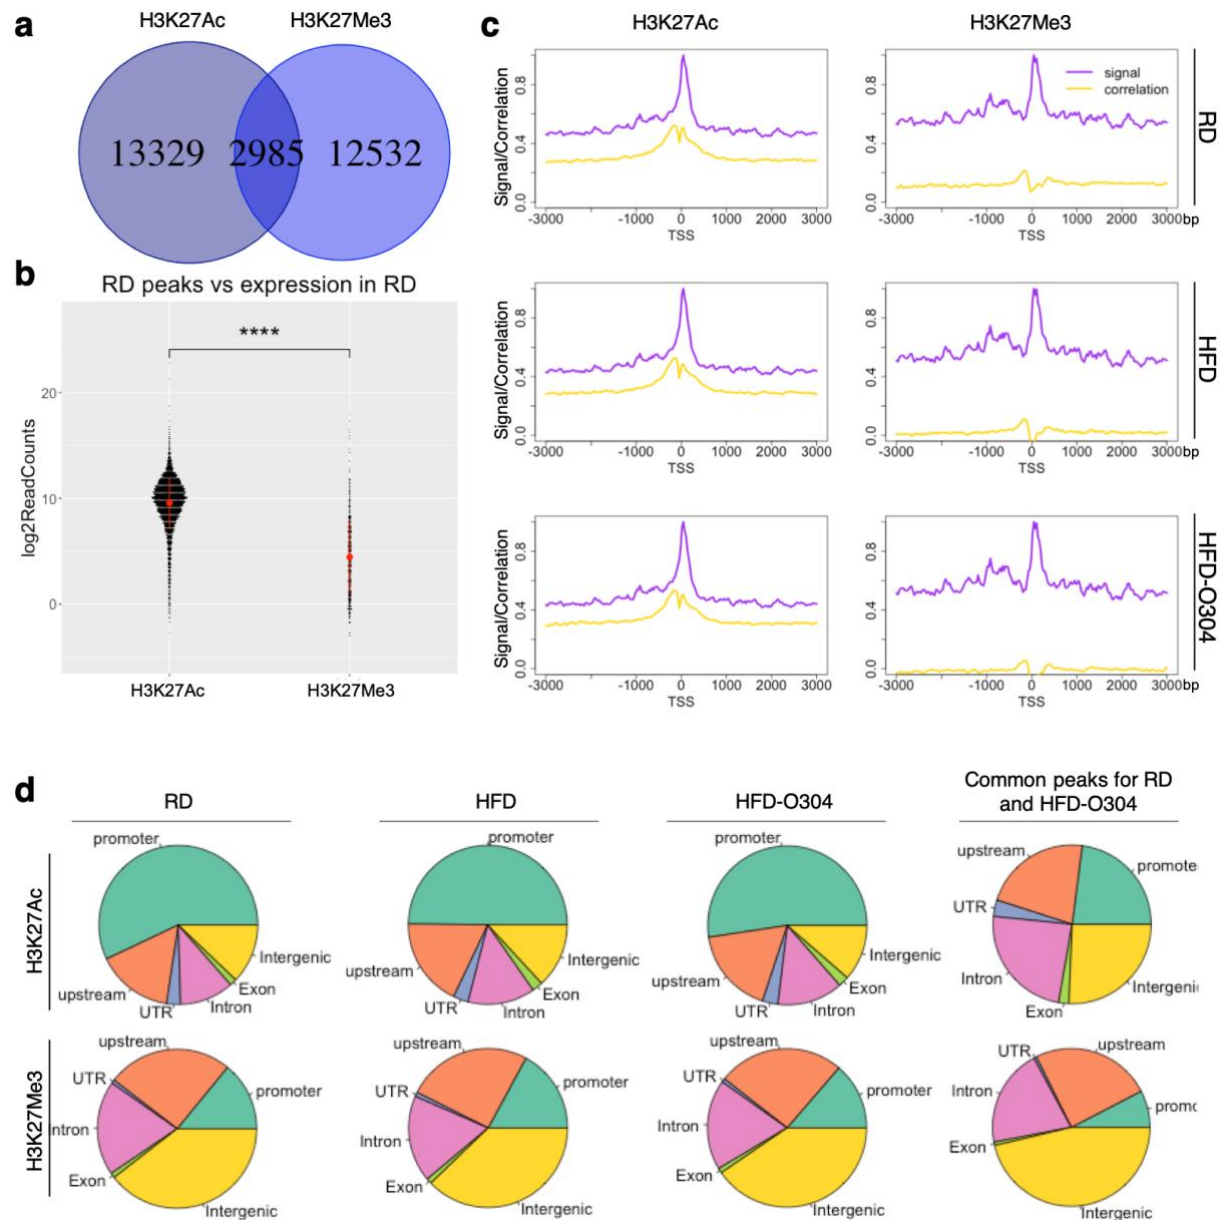

**Fig. S7 Correlation between ChIP-seq and RNA-seq data.** (a) Venn diagram showing the minor overlap between called H3K27Ac and H3K27Me3 binding regions in RD islets. (b) Expression of genes in the proximity of H3K27Ac and H3K27Me3 binding sites, showing that H3K27Ac associates with highly expressed genes. (c) Correlation (yellow line) between mean ChIP-seq signal (purple line) and gene expression levels for H3K27Ac (left column) and H3K27Me3 (right column) in RD, HFD, HFD-O304 islets. (d) Proportion of genomic context for ChIP-seq peaks in RD-, HFD-, HFD-O304-islets, as well as for peaks shared between RD- and HFD-O304-islets. Upper row: H3K27Ac, lower row: H3K27Me3. Promoters are defined

as 1kb upstream of transcriptional start site (TSS) while upstream regions are defined as 1-10kb upstream of TSS.

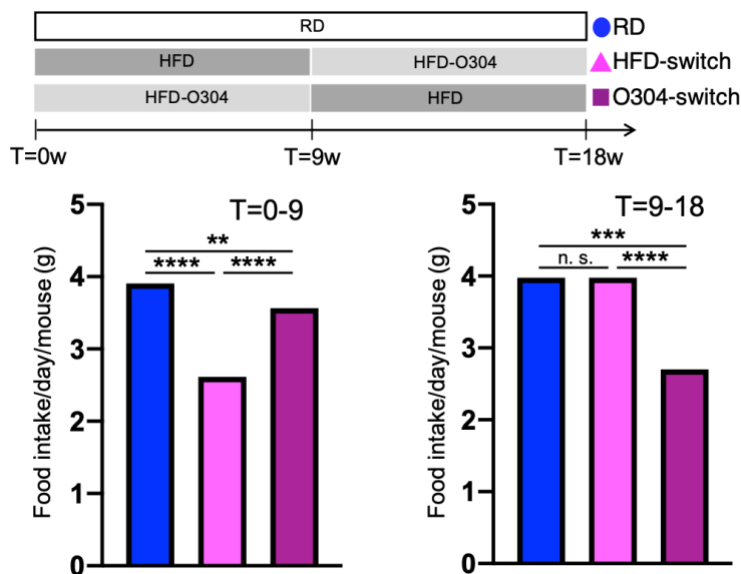

**Fig. S8 Increased food intake in O304 treated CBA mice. (a)** Average food intake of RD, HFD-switch and O304-switch mice before diet switch and after diet switch as indicated. \*\*p<0.01, \*\*\*\*p<0.0001, n. s. = not significant (Student’s t-test).

**Table S1 Differentially expressed genes between RD and HFD or HFD-O304.** (See supplementary excel file “Supplementary\_table\_S1”)

**Table S2 GO and KEGG term enrichment for clusters of differentially expressed gene.** (See supplementary excel file “Supplementary\_table\_S2”)

**Table S3 Oligo sequences used for qRT-PCR.** (See supplementary excel file “Supplementary\_table\_S3”)

How the deposited data were processed for this re-analysis (not part of the article)

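RNA from islets of mice on regular diet (RD), high-fat diet (HFD) and HFD with O304 was sequenced, with 7 samples per group and 150 islets from a pool of 5 mice per sample. The authors aligned the reads to GRCm38 with STAR, using Ensembl version 96 as stated in the methods, and deposited STAR's count of read pairs per gene for each of the 21 samples, without normalization. Read pairs that match several places or several genes are not in these counts, so that paralogs such as Ins1 and Ins2 are measured only by the pairs that tell them apart, and overlapping genes lose the pairs they share. All 55536 gene identifiers of the files were found in the annotation used here. STAR gives an unstranded count and a count per strand. The paper's text does not name the one used, and the strand with the larger count was taken because it held at least 5 times the count of the other. DESeq2 on the unstranded counts, run after the data were seen, gave the log2 fold changes of the paper's Table S1 with a largest difference of 5.00e-06 in HFD vs RD and 4.93e-06 in HFD-O304 vs RD islets, so that Table S1 rests on the unstranded counts. Read pairs on genes per sample ranged from 13809266 to 48922569. The precision of these values is set by the 7 samples per group and, for genes with few reads, by the depth of the shallowest sample.

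Genes with at least 10 reads over the 21 samples were kept, 27229 in all. Differences between groups were tested with edgeR 4.0.16 (TMM normalization, quasi-likelihood fit of all 3 groups together, no covariates) in R 4.3.3, at a Benjamini-Hochberg adjusted p under 0.01, the threshold of the paper. The authors' own tool, DESeq2 (version 1.42.0 here), was run as an alternative. Every adjusted p of a single gene comes from edgeR unless another test is named. Normalized counts are counts divided by DESeq2's size factors. The genes of Fig. 2 were also compared by the exact two-sided Wilcoxon rank sum test, with Benjamini-Hochberg adjustment over 36 comparisons. Lists of genes were tested with the fry test of limma 3.58.1, adjusted over 19 lists within each comparison, and taken as different at an adjusted p under 0.05. The lists came from Figs. S4, S5 and S6, as far as their labels could be read, and from marker genes of cell types, ER stress, branched-chain amino acid catabolism and the circadian clock. Distances between group centroids used DESeq2's variance stabilizing transformation, with every gene of a list scaled to unit variance, and exact permutation of the RD and HFD labels over 3432 splits. K-means clustering used 5 clusters, 50 starts and a pseudocount of 1. Tables and figures were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9.

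On simulated counts with 200 changed genes among 27229, the edgeR test recovered 167 genes (83.5%) with 1 false call among 168, and DESeq2 recovered 175 (87.5%) with 8 false calls among 183. In a separate draw of such counts, edgeR recovered 66 of the 97 genes with a log2 change of 0.5 and 102 of the 103 with a log2 change of 1. With no changed gene, edgeR called 0 genes and DESeq2 called 1. All changed genes had a mean of at least 50 reads. Genes were drawn independently of each other, without library sets. These rates therefore do not carry over to genes with fewer reads or to variation shared between genes.

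The groups share replicate numbers 1 to 7, which come from the sample titles. Whether the numbers pair the samples was checked by the correlation of same-numbered samples' deviations from their group means. It was 0.215 on average over the 3 comparisons. For differently numbered samples it was 0.0590 within a library set and -0.106 across sets. The permutation of pairings mixes the library sets, so that a shared set also raises the correlation of same-numbered samples. A fit with the replicate number as a block is reported beside the fit without it. Replicates 1 to 4 and 5 to 7 belong to different sets of library numbers, and the comparisons were repeated within each set. The named genes are those the paper names, the 5 with the largest increase and the 5 with the largest decrease in each comparison among genes past the threshold with a mean of at least 50 normalized counts and no overlap between groups, the genes with the widest range of group means in each cluster, members of the lists discussed and the 10 genes with most reads. The alternatives covered the test, normalization, filter on low counts, strand, samples in the fit, replicate block, library set, acinar marker covariate, threshold and each sample left out in turn. Corrections for GC content and transcript length, thinning of every library to 13809266 read pairs, DESeq2 on unstranded counts and covariates for lists of other cell types were added after the data were seen. GO and KEGG terms were not analysed here, since no table assigning genes to terms was used. ChIP-seq and the metabolic measurements were not analysed here.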

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

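The tests of acinar transcripts and of the genes with most reads for HFD-O304 vs HFD islets, the covariates of other gene lists, the range of alpha cell markers and the test of overlapping genes were chosen only after the result was seen.

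HFD-O304 and HFD islets, which the paper does not tabulate against each other, differed in 3230 genes, more than the 963 of HFD vs RD islets, and 849 of the 3230 were also among those. Of the 64 splits of the 14 samples that part all same-numbered pairs, 1, the real one, gave as many genes, for this comparison and equally for HFD vs RD and HFD-O304 vs RD islets. In these fits of only the groups compared, the real splits gave 2826, 627 and 483 genes, and the next highest of the others gave 735, 0 and 0. At an unadjusted p under 0.05 the real splits gave 7586, 5250 and 4039 genes and the others at most 6016, 3872 and 3047. The split that exchanged the replicates of one library set gave 0 genes in all 3 comparisons (734, 1155 and 1199 at an unadjusted p under 0.05). More genes than in HFD vs RD islets were still called in HFD-O304 vs HFD islets after removal of trends on GC content and transcript length (3656), with an acinar marker covariate (3190), with library sizes that left out the 10 genes with most reads (3187) and in libraries thinned to the shallowest (2618). With a covariate for alpha and delta cell markers 6 genes were called, but 84.6% of the variance of this covariate lay between the groups, so that it also takes up the difference between them and the pattern cannot be told apart from a different share of these cells by this test. The lists of proliferation and insulin secretion genes, with 73.5 and 75.7% between the groups, left 45 and 90 genes. The 7 alpha cell markers changed by -1.20 to 1.24 in HFD-O304 vs HFD islets, a range of 2.44 on the log2 scale that a share of these cells alone does not give for Ttr, the 1 that fell. The other 6 rose by 0.70 to 1.24 and the 4 delta cell markers by 0.76 to 0.88, so that a larger share of these cells is not ruled out for them. A direct effect of O304 on many genes is a hypothesis that these data leave open.

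Genes other than protein-coding, which the paper's Table S1 does not list, were called in all 3 comparisons, 42 in HFD vs RD, 17 in HFD-O304 vs RD and 207 in HFD-O304 vs HFD islets. They were 6.41% of the genes called in HFD-O304 vs HFD islets and 39.7% of the genes tested. Of the 207 genes, 47 (22.7%) overlap another gene on the same strand, so that an overlap on the same strand is not the explanation for most of them. Reads that run on from a gene nearby without overlap were not tested. The lincRNA gene Gm49636 fell in HFD-O304 vs HFD islets, with a log2 fold change of -1.12 (standard error 0.086, adjusted p = 7.80e-10). Other technical explanations, and a biological one, were not tested.

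Of 16 clock genes, 11 were called in HFD-O304 vs RD and 13 in HFD-O304 vs HFD islets, and 0 in HFD vs RD islets (4 at an unadjusted p under 0.05). As a list, they also differed in HFD vs RD islets, where all but 1 of the 16 were lower (median log2 fold change -0.19, fry, adjusted p = 0.0164, with 0.000955 to 0.0153 over the alternatives that kept all samples). The results text of the paper does not discuss these genes, while Table S2 lists circadian rhythm for cluster E. The groups did not overlap for 11 of the 16 in HFD-O304 vs RD and for 11 in HFD-O304 vs HFD islets, and for 1, Npas2, in HFD vs RD islets, which chance gives for 0.0583% of genes. All called genes had the same direction within both library sets, which their selection on the samples of both sets favours. Genes of the arms Arntl, Npas2 and Clock and Per2, Per3, Dbp and Nr1d1 moved in opposite directions in HFD-O304 vs RD islets, and 5 of them passed the threshold, the pattern that islets collected at different times of day could give. The times of collection are not used here, so that an effect of O304 on the clock cannot be told apart from them.

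The lowest of the 7 samples stood apart from the others in 3 of 63 groups of values tested for this, where 3.15 are given by chance. HFD-O304 replicate 2 had 13809266 read pairs on genes, and no biological explanation was tested for it. The same sample had the lowest mean log2 CPM of the mTORC1 list, 4.62, and with all libraries thinned to its depth the gap to the next sample was 0.493 of the range of the group, no longer past the critical value, which is consistent with its low depth. HFD replicate 1 had 7222 normalized counts of Nkx6-1. The gap was 0.641 of the range with DESeq2's size factors and 0.652 with TMM-normalized counts, both past the critical value. These scalings give nearly the same gap, so that the comparison cannot decide whether normalization is the explanation. A chance gap is not ruled out, and no biological explanation was tested.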

How the results depend on the processing

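The tests with covariates for cell type lists, with GC content and transcript length trends removed, in thinned libraries and with DESeq2 on unstranded counts were chosen only after the result was seen.

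With DESeq2's Wald test, HFD vs RD islets had 1758 differentially expressed genes and HFD-O304 vs RD islets 727, 87.7% of the former were not differentially expressed in HFD-O304 vs RD islets, and 82.9% passed in HFD-O304 vs HFD islets with the opposite sign. In fits of only the groups compared, these were 627 and 483 genes, 83.1% and 85.8%. With the replicate number as a block, 1577 and 543 genes and 88.1%. With the library set as a covariate, 1611 and 543 genes, 88.5% and 84.3%. With DESeq2 on unstranded counts, 1702 and 697 genes, 87.8% and 83.0%, and over protein-coding genes alone 1623 and 658 genes, 87.9% and 83.1%. At an adjusted p under 0.05, 2148 and 785 genes, 5150 in HFD-O304 vs HFD islets, 88.5% and 84.5%. With a minimum log2 fold change of 0.5 in size, 577, 215 and 1765 genes. A log2 fold change in HFD-O304 vs RD islets under 50% of that in HFD vs RD islets, or opposite, was found for 95.2%. This share includes the 69 genes that were differentially expressed in the opposite direction in HFD-O304 vs RD islets, which are not preserved. When genes called against RD replicates 1 to 4 were compared with RD replicates 5 to 7, 92.8% were not differentially expressed, and 90.4% with the RD samples exchanged. This split of the RD samples follows the library sets, so that a difference between the sets enters both shares. The cause of the differences between these settings was not tested.

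With a covariate for the alpha and delta cell markers, 0 genes (1093 at an unadjusted p under 0.05), 1.1e+02 and 6 genes were called in HFD vs RD, HFD-O304 vs RD and HFD-O304 vs HFD islets. The list of proliferation genes left 4, 206 and 45, the insulin secretion list 39 in HFD vs RD and 90 in HFD-O304 vs HFD islets, the stromal list 198 and 1477. In HFD-O304 vs RD islets the macrophage list left 162 and the ductal list 132, and in HFD-O304 vs HFD islets the ductal list left 1591. The ductal and endothelial lists left 996 and 1051 in HFD vs RD islets, and the macrophage list 2987 in HFD-O304 vs HFD islets. The share of the covariate's variance between the groups was 84.6% for alpha and delta cells, 75.7% for insulin secretion, 73.5% for proliferation, 54.9% for the ductal, 36.0% for the stromal and 1.14% for the acinar list. The first 3, with the largest shares, left fewest genes in HFD vs RD and HFD-O304 vs HFD islets, where the covariate takes up part of the group difference. The stromal list left fewer than the ductal list in these comparisons, though its share was smaller. The numbers in HFD-O304 vs RD islets did not follow these shares, and the cause was not tested. All 10 stromal markers were higher in HFD than in RD islets (fry, adjusted p = 0.0164). In HFD-O304 vs HFD islets 1 of the 10 was higher, and the list was lower (median log2 fold change -0.78, fry, adjusted p = 0.000307).

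Across the 21 fits that each left out one replicate, HFD vs RD islets had 589 to 1594 genes, HFD-O304 vs RD islets 221 to 423 and HFD-O304 vs HFD islets 2643 to 3578. The share not differentially expressed was 88.2 to 93.7%, and the share with the opposite sign 84.2 to 90.0%. The log2 fold change in HFD-O304 vs RD islets ranged from -0.12 to 0.069 for MafA and from -0.032 to 0.080 for Nkx6-1, and that in HFD-O304 vs HFD islets from -0.055 to 0.023 for Pdx1.

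For Nkx6-1 in HFD-O304 vs RD islets the sign reversed with an acinar marker covariate (-0.00086) and with GC content and transcript length trends removed (-0.017), and for Pdx1 in HFD-O304 vs HFD islets with the latter (0.0048). The cause was not tested. Over the mTORC1 genes, the difference in distance on unscaled normalized counts was 1532 (exact permutation, p = 0.0513). Clustering only genes that differed from RD islets put 613 in clusters highest in HFD islets and 498 in clusters lowest there.

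The gene set test of proliferation genes in HFD-O304 vs RD islets gave an adjusted p of 7.82e-05 by camera, 0.0312 with the block, 0.0258 with the library set and 0.0205 without HFD replicate 7, against 0.0631, with 7.82e-05 to 0.0809 over its alternatives. The disallowed genes there gave 0.0359 by camera and 0.0312 with the block (0.0312 to 0.136 over the alternatives), and the insulin secretion genes 0.0566 with the acinar covariate (0.00778 to 0.0566). With that covariate the direction reversed for the mTORC1 (0.970, with 0.961 to 0.986 over the alternatives) and hallmark genes (0.988, with 0.926 to 0.988) in HFD-O304 vs RD islets and for the acinar genes in HFD vs RD islets (0.148, with 0.148 to 0.949), and without HFD replicate 7 for the macrophage genes in HFD-O304 vs HFD islets (0.861, with 0.915 to 0.972 over the alternatives that kept all samples). The cause was not tested.

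Of the gene set tests, 171 kept their direction and side of the threshold, 20 passed it newly and 2 no longer passed. Of the log2 fold changes of single genes, 876 kept both, 9 passed newly, 8 no longer passed and 3 reversed, and with one replicate left out 1316, 4, 10 and 14 did so. The 10 were all fits of Ins1 in HFD-O304 vs HFD islets (adjusted p 0.00142 to 0.0192). In the rank sum tests 2 passed newly, 2 no longer passed and the others kept both. The depth of HFD-O304 replicate 2 limits genes with few reads.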

Differences from the paper's values

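The tests with DESeq2 on unstranded counts, with rank sums on unstranded counts and with trends on GC content and transcript length removed were chosen only after the result was seen.

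The paper reports 1621 differentially expressed genes in HFD vs RD islets, 918 higher and 703 lower, against 963, 544 and 419 here, and 657 in HFD-O304 vs RD islets, 227 higher and 430 lower, against 356, 110 and 246. Of 34 alternatives set before the data were examined, 6 brought the first count within 1.5 times the paper's value: DESeq2's Wald test (the tool of the paper's methods), edgeR's own filter on low counts, the replicate block, the library set as a covariate, the fit without HFD replicate 7 and an adjusted p under 0.05. The same 6 did so for the 703 lower genes, and for the 918 higher genes also the fits without a filter and without RD replicate 2. For HFD-O304 vs RD islets, 5 alternatives did so: DESeq2's Wald test, fits of only the groups compared, the block, the library set and an adjusted p under 0.05, and these also for the 430 lower genes. For the 227 higher genes the fit without HFD replicate 1 did so too. The others did not.

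DESeq2 on unstranded counts, chosen after seeing the values, gave 1702 and 697 genes, and its protein-coding genes alone, also chosen after seeing the values, were 1623 and 658, which contain all 1621 and 657 genes of the paper's Table S1 and have its log2 fold changes, with a largest difference of 5.00e-06. Both closed the gap in all of these counts, and the removal of trends on GC content and transcript length, chosen after seeing the values, closed it for the 918 higher genes. All genes of the paper's Table S1 had the same direction here, and 899 of the 1621 and 334 of the 657 were differentially expressed.

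The paper counts 1495 genes of HFD vs RD islets that are not differentially expressed in HFD-O304 vs RD islets, and the lists of its Table S1 give 1424 (87.8%), against 878 here. For both, the alternatives within 1.5 times were DESeq2's Wald test, edgeR's own filter, the block, the library set, the fits without RD replicate 2 and without HFD replicate 7 and an adjusted p under 0.05, 7 of 34, and both settings of DESeq2 on unstranded counts, chosen after seeing the values.

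For Nkx6-1, the mean normalized count was 12129 in RD, 10675 in HFD and 12228 in HFD-O304 islets, against the paper's about 6000, about 6600 and about 6500 in Fig. 2g, read by eye. For Ins2, the mean normalized count was 7251620, 7735370 and 6588920, against the paper's about 6000, about 6600 and about 6500 in Fig. 2j, read by eye. Neither of the 2 alternatives set before the data were examined, TMM-normalized counts and unstranded counts, closed the gap for either gene. By eye, Fig. 2g and Fig. 2j show the same points and marks as Fig. 2f, the panel of Pdx1, whose mean normalized counts here were 6001, 6638 and 6517, with exact rank sum tests of p = 0.0262 in HFD vs RD and 0.902 in HFD-O304 vs HFD islets. The comparisons with Fig. 2g and Fig. 2j that follow are therefore with panels that show the values of Pdx1.

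Fig. 2g marks Nkx6.1 as higher in HFD than in RD islets, while it was lower here (log2 fold change -0.19, exact rank sum test, p = 0.456), and under no setting of this test was the difference past 0.05. Fig. 2j and the text give Ins2 as increased in HFD islets, where the exact rank sum test gave p = 0.128 here and 0.0886 by exact permutation of the difference in means. The paper gives Ins2 as tending to be higher in HFD-O304 than in RD islets, and it was lower here (log2 fold change -0.14, exact rank sum test, p = 0.0262). Fig. 2j marks Ins2 as not different between HFD-O304 and HFD islets, while it was lower here (log2 fold change -0.23, exact rank sum test, p = 0.00233). Ucn3 is marked as not different between HFD and RD islets in Fig. 2h, and the exact rank sum test gave p = 0.0379 here, or 0.0530 on unstranded counts, a setting chosen after seeing the values. Isl1 in HFD-O304 vs RD islets has the mark of the smallest p-values in Fig. 2c, and the exact rank sum test gave p = 0.00117 here and 0.000583 with TMM-normalized counts or with unstranded counts, the latter chosen after seeing the values. NeuroD1 in HFD vs RD islets has the mark of p-values under 0.01 in Fig. 2b, and the exact rank sum test of Neurod1 gave p = 0.0111 here, 0.00816 by exact permutation of the difference in means and 0.00699 on unstranded counts, a setting chosen after seeing the values. The text gives NeuroD1 and Isl1 as reduced in HFD islets and raised in HFD-O304 islets over RD islets, and the exact rank sum tests of both were under 0.05 in these directions here, but edgeR's adjusted p was not under 0.01. By DESeq2's Wald test the adjusted p was 0.00704 for Neurod1 in HFD-O304 vs RD islets (0.00704 to 0.0443 over the 11 alternatives set before the data were examined that kept all samples), and for Isl1 it was 0.000997 in HFD vs RD (0.000997 to 0.0280) and 0.00103 in HFD-O304 vs RD islets (0.00103 to 0.0257). In HFD vs RD islets, Isl1 was also under 0.01 with edgeR's own filter, the block, the library set and the fits without RD replicate 4 and without HFD replicate 7, and in HFD-O304 vs RD islets in the fit without HFD replicate 1. With DESeq2 on unstranded counts, chosen after seeing the values, the adjusted p was 0.00291 for Neurod1 in HFD-O304 vs RD islets, and for Isl1 0.000890 in HFD vs RD and 0.000599 in HFD-O304 vs RD islets. In Fig. S2c HFD replicates 1 to 6 form a branch without RD samples, while RD replicate 2 stood with them here.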

Other observations

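The 3 tests of a mislabelled sample and that of acinar transcripts for HFD replicate 7, of the share of alpha cells, of the label of HFD-O304 replicate 1 and of acinar transcripts for the first principal component were chosen only after the result was seen.

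The first principal component of the 21 samples followed the mean log2 CPM of acinar marker genes, with Pearson's r = 0.925 and Spearman's rho = 0.934 (permutation test, p = 1e-05 for each, the smallest that the permutations can give, and 3e-05 after Benjamini-Hochberg adjustment over 3 components). Within RD, HFD and HFD-O304 islets r was 0.999, 0.956 and 0.983, within replicates 1 to 4 and 5 to 7 it was 0.926 and 0.951, and without the 2 samples farthest from the median it was 0.921. Of the 20 genes with the largest loadings, 13 are acinar markers, so that the relation is in part one of these genes with themselves. No difference between the groups in acinar markers passed the test (fry, adjusted p = 0.891 in HFD vs RD, 0.668 in HFD-O304 vs RD and 0.689 in HFD-O304 vs HFD islets). Equal levels are not shown by this. Of the 16 markers, 1 was higher in HFD-O304 than in RD islets (median log2 fold change -1.03) and 0 than in HFD islets (-0.78). The median log2 difference in HFD-O304 vs RD islets was 0.44 within replicates 1 to 4 and -2.34 within replicates 5 to 7. Carry-over of exocrine tissue is a candidate explanation of the first principal component.

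HFD replicate 7 lay near the RD islets. Over genes called without it, its position was 0.186 on a scale from the RD mean (0) to the HFD mean (1), within the range of the RD samples scored the same way, -0.180 to 0.345. It lay beyond all RD samples, on the side of the other HFD samples, for 27.6% of the genes called without it, where the RD samples scored the same way, with HFD replicate 7 among them, gave 2.42 to 42.9% and exchangeable samples give 12.5%. Over the 20 of these genes with the smallest p, its median position was 0.405, above the -0.203 to 0.282 of the RD samples scored the same way, which exchangeable samples give with a chance of 0.125. No order of 8 samples has a smaller chance, so that the 3 tests leave a plain exchange with an RD sample open, and it was not told apart from a mixed sample or a weak response of these mice to the diet. Its 42454268 read pairs on genes and its acinar marker mean of 5.07 log2 CPM were within the range of the other HFD samples, which leaves neither a shallow library nor exocrine carry-over as an explanation.

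HFD replicates 1 to 4 and 5 to 7 differed in 15 genes, and 1 of the 35 splits of the 7 HFD samples into 4 and 3, the real one, gave as many. The differences between the sets went with those in RD and HFD-O304 islets across genes (r = 0.317 and 0.590, genes not being independent replicates), which is consistent with a library batch shared by all groups. Over the 15 genes themselves the differences had the same direction in the other groups, but their sizes did not go together (r = 0.0053 and 0.141), so that a shared batch is not shown for the sizes. With an acinar marker covariate 20 genes were called, so that exocrine carry-over is not the explanation.

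Alpha and delta cell markers were lower in HFD than in RD islets. Gcg had a log2 fold change of -1.01 (standard error 0.12, adjusted p = 7.27e-06), and 8.95e-06 with an acinar marker covariate, so that exocrine carry-over is not the explanation. The 7 alpha markers did not change by a common factor. Ttr rose (log2 fold change 0.84) while Gcg fell, a range of 1.85 on the log2 scale, which a smaller share of alpha cells alone does not give. This range rests on Ttr, since the other 6 alpha markers and all 4 delta markers (-0.92 to -0.33) were lower, so that a smaller share of these cells is not ruled out for them. Expression changes within these cells are a hypothesis.

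Of the genes differentially expressed in HFD vs RD islets, 71.7% had the opposite sign in HFD-O304 vs RD islets. Chance deviations of the RD samples enter both log2 fold changes of a gene with the same sign. The use of the same RD samples in both comparisons therefore does not produce opposite signs. With separate RD samples to call and to compare the genes, 67% and 87.7% had the opposite sign. HFD-O304 replicate 1, which carries the diet tag of the HFD group, lay farther from the HFD centroid than from the other HFD-O304 samples by 15.3 (distances 47.9 and 32.6), so that a swap with an HFD sample is not the explanation.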
